# The regulatory network of ThbZIP1 in response to abscisic acid treatment

**DOI:** 10.3389/fpls.2015.00025

**Published:** 2015-02-10

**Authors:** Xiaoyu Ji, Guifeng Liu, Yujia Liu, Xianguang Nie, Lei Zheng, Yucheng Wang

**Keywords:** bZIP transcription factor, cis-acting element, abiotic stress, yeast one hybrid, gene expression regulation, microarray analysis

## Abstract

Previously, a bZIP transcription factor from *Tamarix hispida*, ThbZIP1, was characterized: plants overexpressing ThbZIP1 displayed improved salt stress tolerance but were sensitive to abscisic acid (ABA). In the current study, we further characterized the regulatory network of ThbZIP1 and the mechanism of ABA sensitivity mediated by ThbZIP1. An ABF transcription factor from *T. hispida*, ThABF1, directly regulates the expression of ThbZIP1. Microarray analysis identified 1662 and 1609 genes that were respectively significantly upregulated or downregulated by ThbZIP1 when exposed to ABA. Gene ontology (GO) analysis showed that the processes including “response to stimulus,” “catalytic activity,” “binding function,” and “metabolic process” were highly altered in ThbZIP1 expressing plants exposed to ABA. The gene expression in ThbZIP1 transformed plants were compared between exposed to ABA and salt on the genome scale. Genes differentially regulated by both salt and ABA treatment only accounted for 9.75% of total differentially regulated genes. GO analysis showed that structural molecule activity, organelle part, membrane-enclosed lumen, reproduction, and reproductive process are enhanced by ABA but inhibited by salt stress. Conversely, immune system and multi-organism process were improved by salt but inhibited by ABA. Transcription regulator activity, enzyme regulator activity, and developmental process were significantly altered by ABA but were not affected by salt stress. Our study provides insights into how ThbZIP1 mediates ABA and salt stress response at the molecular level.

## Introduction

The basic leucine zipper (bZIP) transcription factor family is one of the largest and most diverse in plants (Nijhawan et al., 2008). bZIP proteins play important roles in many biological processes. In plants, the bZIP family has been identified comprehensively or predicted in several plant genomes. For instance, seventy-five bZIP genes have been identified in Arabidopsis (*Arabidopsis thaliana*) (Jakoby et al., 2002), 89 in rice (*Oryza sativa*) (Nijhawan et al., 2008), 92 in Sorghum (Wang et al., 2011), and 125 in maize (*Zea mays*) (Wei et al., 2012). Plant bZIPs are involved in many metabolic processes, such as energy metabolism (Baena-González et al., 2007), as well as in the development of many organs and tissues, including seed maturation and germination (Izawa et al., 1994; Toh et al., 2012), floral induction and development (Chuang et al., 1999; Walsh and Freeling, 1999; Strathmann et al., 2001; Abe et al., 2005; Muszynski et al., 2006; Gibalova et al., 2009; Iven et al., 2010), embryogenesis (Shiota et al., 2008; Guan et al., 2009), photomorphogenesis (Holm et al., 2002; Huang et al., 2012) and senescence (Smykowski et al., 2010). In addition, they are also involved in responses to a variety of abiotic/biotic stimuli, such as high salinity (Hsieh et al., 2010), drought (Yoshida et al., 2010; Chen et al., 2012), cold stress (Shimizu et al., 2005; Liu et al., 2012a), heat stress (Liu et al., 2012b), pathogen infection (Thurow et al., 2005) and hormone signaling, such as abscisic acid (ABA) (Choi et al., 2000; Lopez-Molina et al., 2002; Yoshida et al., 2010), ethylene (Zander et al., 2012) and light signaling (Zhou et al., 2014).

ABA is an important phytohormone that plays pivotal roles in the regulation of various processes and responses, such as seed development and germination, root and stem growth, and biotic and abiotic responses (Busk and Pagès, 1998; Leung and Giraudat, 1998). When plants are confronted with abiotic stresses, such as salt, drought or cold, at least two independent signal transduction pathways are triggered: the ABA-dependent and ABA-independent signaling cascades (Shinozaki and Yamaguchi-Shinozaki, 1996). Abscisic acid-responsive element (ABRE)-binding proteins play important roles in ABA-dependent signaling pathway. The bZIPs are typical ABRE-binding transcription factors, which bind to ABRE elements and trans-activate downstream gene expression (Yamaguchi-Shinozaki and Shinozaki, 2005).

The genus *Tamarix* (tamarisk, salt cedar) is a woody halophyte, which is shrub or small tree, and is widely distributed in the saline soils or drought-stricken areas of Central Asia. *Tamarix hispida*, a specie of genus *Tamarix*, is highly tolerant to salinity, drought and high temperature, indicating that it has efficient abiotic stress defense systems. Therefore, *T. hispida* is a suitable model in which to characterize genes and mechanisms responsible for stress tolerance in plants. Previously, we showed that the *Tamarix hispida* ThbZIP1 gene product specifically binds to C-box, G-box, and A-box motifs to regulate serial stress-related genes. Transgenic Arabidopsis plants overexpressing ThbZIP1 exhibited an enhanced tolerance to drought and salt, but were sensitive to ABA (Ji et al., 2013). In the present study, to investigate the expression regulatory network of ThbZIP1 in response to ABA, the upstream regulator of ThbZIP1 was identified, and the responses of plants overexpressing ThbZIP1 sensitive to ABA stress were analyzed using a microarray. Furthermore, the gene expression profiles regulated by ThbZIP1 in response to salt and ABA were compared. A regulatory working model was proposed to show the function of ThbZIP1 in response to ABA. These results may be helpful to reveal the bZIP regulation network in response to abiotic stress.

## Materials and methods

### Plant materials and growth conditions

Seedlings of *Tamarix hispida* were grown in pots containing a mixture of turf peat and sand (2:1 v/v) in a greenhouse under controlled conditions of 70% relative humidity, light/dark cycles of 14/10 h, and 24°C. To induce abiotic stresses, three-month-old *T. hispida* seedlings were watered on their roots with a solution of 0.4 M NaCl, 20% (w/v) PEG6000, 100 μM ABA, or 50 μM MV (methylviologen) for 3, 6, 9, 12 or 24 h. For cold treatments, three-month-old seedlings were placed in an incubator at 4°C (light/dark cycles of 14/10 h) for 3, 6, 9, 12 or 24 h. After each stress treatment, at least 20 seedlings were harvested and pooled for subsequent study.

Seeds of *Arabidopsis thaliana* were surface sterilized and plated on a 1/2 Murashige-Skoog (MS) solid medium supplemented with 1% sucrose. One week-old seedlings were then transferred into pots filled with the perlite/soil mixture in a growth chamber (16 h 180 μmolm^−2^s^−1^ light/8 h dark photoperiod at 22°C). Four-week-old seedlings were watered on their roots with a solution of 150 mM NaCl or 10 μM ABA for 3 h, and were used as experimental materials. The harvested seedlings in each treatment were divided into three portions as independent biological replicates.

### Analysis of the upstream regulators of ThbZIP1

Previously, we constructed seven transcriptomes of *T. hispida* and clustered unigenes from these transcriptomes. The transcription factors (TFs) from different families were identified from the unigenes, PCR amplified and cloned into pGADT7-Rec2 (Clontech) to form a cDNA library (designed as TFs library) for a yeast one-hybrid assay. Three tandem copies an ABRE motif sequence were cloned into a pHIS2 vector (designed as pHIS2-ABRE, see Supplementary Table S2 for the primers used), and screened with TFs library in a one-hybrid assay (Clontech, Palo Alto, CA, USA). The interactions of p53HIS2 (three tandem copies of the cis-acting DNA consensus sequence inserted into the multiple cloning site (MCS) of pHIS2, which is recognized by p53) with the tested TFs were used as negative controls.

An ABF (ThABF1 GenBank number: JX169810) was identified that bound to the ABRE motif. Subsequently, the ABRE core motif, “ACGTG,” was mutated to “CCGTG,” “ACGCA,” and “CAACA” (designed as pHIS2-A-M1, -A-M2, -A-M3, respectively; see Supplementary Table S2 for primers used), and cloned into pHIS2. The interactions of ThABF1 with the ABRE motif and its mutants were studied using Yeast one-hybrid analysis to determine if ThABF1 could bind to the promoter of ThbZIP1 by interacting with the ABRE motifs, pHIS2 constructs that harbored the truncated promoter of ThbZIP1 containing the ABRE (pHIS2-proA(+)) or lacking the ABRE (pHIS2-proA(−)) were generated as reporter vectors (see Supplementary Table S2 for the primers used). Their interactions with ThABF1 were studied using yeast one-hybrid analysis.

### Transient expression analysis

To further verify these interactions, the three tandem copies of the ABRE motif and its mutant A-M3 (CAACA) were fused separately to the minimal 35S promoter (−46 to +1) to drive GUS in a reformed pCAMBIA1301 (in which the 35S::Hygromycin region was deleted), and designed as vectors pCAM-ABRE and pCAM-A-M3, respectively (see Supplementary Table S3 for the primers used). The promoter fragments of ThbZIP1, which contained ABRE motifs, or lacked ABRE motifs (shown in Figure 1B), were fused separately to the minimal 35S promoter (−46 to +1) to substitute its 35S promoter to drive GUS in a reformed pCAMBIA1301 as reporter vectors. The reformed pCAMBIA1301 construct (35S::hygromycin had been deleted, and a 46 bp minimal promoter was inserted between the region of BglII site and ATG of GUS) that harbored the promoter fragment with ABRE motifs was named as pCAM-ABREp+, and the promoter fragment lacking the ABRE motif was named as pCAM-ABREp− (see Supplementary Table S3 for the primers used). The effector vector was constructed by cloning the full open reading frame (ORF) of the ThABF1 gene into pROKII driven by the 35S promoter (named as pROKII-ThABF1). Both of the reporter vectors and their corresponding effector vectors were co-transformed into tobacco leaves using the particle bombardment method (Bio-Rad, Hercules, CA, USA), following the manufacturer's instructions for the Biolistic® PDS-1000/He Particle Delivery System (Bio-Rad). The transformation conditions were 9 cm target distance, 1100 psi helium pressure, and two bombardments. The quantity ratio of reporter, effector, and 35S::Luc were 2:2:1. Three independent biological repeats were performed. Transformation with the reporter plasmids or effect plasmids alone served used as negative controls. The transformation of pCAMBIA1301 alone (CaMV35S) was used as a positive control. To normalize the transformation efficiency, the construct harboring a luciferase gene driven by the CaMV 35S promoter (35S::Luc) was also cotransferred. GUS histochemical staining was performed as described by Jefferson (Jefferson, 1989), and the GUS activity levels were determined according to the method of Jefferson (Jefferson et al., 1987).

**Figure 1:**
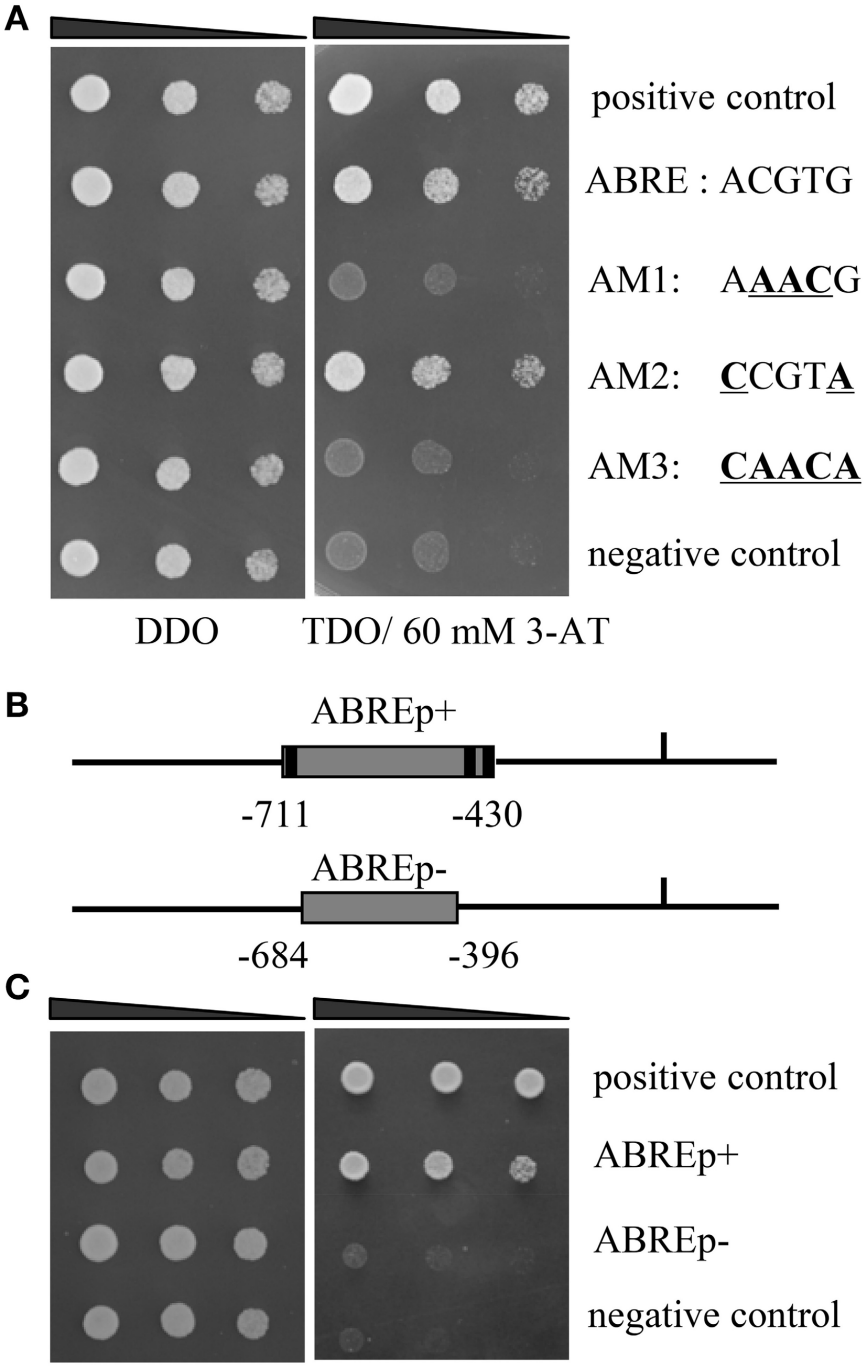
**Identification of the upstream regulators of ThbZIP1. (A)** The bindings of ThABF1 to the ABRE motifs and the mutated ABRE sequences. p53HIS2/pGADT7-p53 and p53HIS2/pGADT7- ThABF1 were used as positive and negative controls, respectively. Positive transformants were identified by spotting serial dilutions (1/1, 1/10, 1/100) of yeast onto SD/-His/-Leu/-Trp (TDO) plates. The transformants grown at SD/-Leu/-Trp (DDO) were used as positive controls for transformant growth. **(B)** Schematic diagram of the truncated ThbZIP1 promoter used in the Y1H analysis. ABREp+ or ABREp− indicates the truncated promoter of ThbZIP1 containing three ABRE motifs or lacking these ABRE motifs. **(C)** Y1H analyses of the specific binding of ThABF1 to the truncated ThbZIP1 promoter containing or lacking the ABRE motifs. pHIS-ABREp+, pHIS-ABREp−:pHIS2 reporter vector harboring one copy of the truncated promoter containing three ABRE motifs (pHIS-ABREp+) or without ABRE motifs (pHIS-ABREp−).

### Chromatin immunoprecipitation (ChIP) analysis

To further confirm the binding of ThABF1 to the promoter of ThbZIP1, ChIP analysis was performed. The coding regions of ThABF1 without the termination codon were ligated in frame to the N-terminus of GFP driven by the CaMV 35S promoter to generate a ThABF1::GFP fusion gene, which was transformed into *T. hispida* plants using the transient transformation system (Ji et al., 2013). Briefly, protein and DNA were cross-linked using 3% formaldehyde. The purified cross-linked nuclei were sonicated to shear the chromatin into 0.5–1 kb fragments. We saved 1/10 volume as an input control. The remaining sonicated chromatin was incubated with an anti-GFP antibody (Beyotime, Shanghai, China). The antibody-bound complex was precipitated with protein A+G agarose beads (Beyotime). The DNA fragments were released from the immunoprecipitated complexes by reversing the cross-linking at 65°C for 3 h. Immunoprecipitated DNA was purified by chloroform extraction. PCR was performed and visualized by gel electrophoresis. The primers used for PCR are shown in Supplementary Table S4. PCR was performed as follows: 94°C for 2 min; 35 cycles of 94°C for 15 s, 58°C for 30 s, and 72°C for 30 s; and 72°C for 5 min. 35S::GFP transgenic plantswere used as a parallel control for ChIP experiment. Real-time PCR was performed using SYBR Green Real-time PCR Master Mix (Toyobo, Osaka, Japan) in a 20 μl reaction volume on a MJ Research OpticonTM2 instrument (Bio-Rad). The PCR cycling parameters was as follows: 94°C for 2 min; 45 cycles of 94°C for 20 s, 56°C for 30 s, and 72°C for 1 min; and 80°C for 1 s for plate reading. The sequence of Actin (FJ618517) was used as the internal control. Primers are listed in Supplementary Table S4. The ChIP assays were performed three times, with similar results, and data are mean ± SD from three independent experiments.

### Real-time RT-PCR analysis of gene expression

To investigate the expression of ThbZIP1 and ThABF1 in response to different biotic stresses, real-time RT-PCR were performed using Actin (FJ618517) α-tubulin (FJ618518) and β-tubulin (FJ618519) as internal controls (see Supplementary Table S5 for the primers used). PCR was performed on a MJ Research OpticonTM2 instrument with the following conditions: 94°C for 30 s; 45 cycles of 94°C for 12 s, 58°C for 30 s, 72°C for 40 s; and 80°C for 1 s for plate reading. The relative expression levels of the products were calculated according to the 2^−ΔΔCt^ method (Pfaffl et al., 2002).

### Microarray experiments and data analysis

Four-week-old seedlings of wild-type Col-0 and ThbZIP1 transgenic plants without treatment, or subjected to ABA treatment for 3 h, were used for microarray analyses using an Agilent Arabidopsis oligonucleotide microarray; two biological replications were performed. Two microgram aliquots of total RNA from ABA-treated plants were prepared and hybridized to the microarray using the Gene-Chip® 3′IVT Express Kit (Agilent) and Gene-Chip® hybridization. After hybridization, the microarray slides were washed and stained according to the manufacturer's standard protocol (Agilent). Normalization of all arrays was performed by quantitative normalization using MAS 5.0 to standardize the distribution of probe intensities for each array in a set of arrays (Jia et al., 2012; Wang et al., 2012). The differentially expressed genes (up- or downregulated) between the NaCl-stressed and ABA-stressed plants were selected with a significance *P*-value of <0.05 and analyzed using Welch's *t*-test (Wolfinger et al., 2001). Gene ontology (GO) terms for the differentially expressed genes under ABA treatment were divided into three levels: molecular function, cellular component, and biological process. The gene expression data set was deposited at the Gene Expression Omnibus database (GSE62888).

To verify the microarray data, the confirmed differentially expressed genes were randomly selected for real-time PCR analysis. The genes and primers used for the RT-PCR assays are listed in Supplementary Table S6. Amplification conditions were as follows: hot start at 94°C for 30 s; followed by 45 cycles of 12 s at 94°C, 30 s at 60°C, 40 s at 70°C; and 1 s at 80°C for plate reading. The Arabidopsis α-tubulin (XM_002301092) and actin 3 (XM_002308329) genes were used as the internal controls; three biological repeats were performed. The relative expression levels of the products were calculated according to the 2^−ΔΔCt^ method (Pfaffl et al., 2002).

### Searching for ThbZIP1-binding motifs in gene promoters

Thirty-three genes differentially regulated by ThbZIP1 under ABA stress conditions were randomly selected to search for ThbZIP1-binding sequences in their promoters region. The promoter sequences (from −1 to −1000) of these genes were derived from TAIR database (http://www.arabidopsis.org/). For identification of ThbZIP1-binding motifs, the sequences of C-, G- and A-boxes were searched in the promoter regions of these genes.

### Statistical analyses

Statistical analyses were carried out using SPSS 16.0 (SPSSInc, Chicago, IL, USA) software. Data were compared using Student's *t*-test. Differences were considered to be significant if *P* < 0.05. ^*^ represented 0.01 < *P* < 0.05.

## Results

### Results and discussion

#### The ThABF1 is the upstream regulator of ThbZIP1

Previously, the 1571 bp promoter of ThbZIP1 was cloned using a genome walking kit (Takara, Dalian, China) (Ji et al., 2013). The cis-acting elements in the promoter of ThbZIP1 were identified, including ABRE, DOFCOREZM, MYBCORE, W-boxes, and E-boxes (Supplementary Figure S1). There were three ABRE (“ACGTG”) motifs in the promoter of ThbZIP1 (Figure 1), indicating that ABRE motifs may play important roles in the regulation of ThbZIP1 expression. To study which TF could bind to the ABREs to regulate the expression of ThbZIP1, yeast one hybrid (Y1H) analysis was performed. The result showed that an ABF (ThABF1) could bind to the ABRE motifs (Figure 1A). To further determine the specificity of the binding of ThABF1 to the ABRE motifs, the ABRE motifs were mutated (Figure 1A), and the interactions between ThABF1 and the mutated motifs were investigated using Y1H analysis. The results showed that ThABF1 failed to interact with all the mutated ABRE motifs (Figure 1A), indicating the binding of ThABF1 to the ABRE motifs is specific.

To further determine whether ThABF1 can bind to the promoter of ThbZIP1 by binding to ABRE motifs in the promoter, the interactions of a truncated ThbZIP1 promoter containing ABRE motifs (pHIS2-ABREp(+)) or lacking ABRE motifs (pHIS2-ABREp(−)) (Figure 1B) with ThABF1 was investigated using Y1H analysis. The results showed that ThABF1 could bind to the truncated promoter with ABRE motifs, but failed to bind to the truncated promoters lacking ABRE motifs (Figure 1C), indicating that ThABF1 can interact with the promoter of ThbZIP1 via binding to the ABRE motifs.

#### The interaction between ThABF1 and ABRE motifs in tobacco plants

To further confirm the interaction between ThABF1 and the ABRE motifs, the effector construct (pROKII-ThABF1) (Figure 2A) was co-transformed into tobacco together with its corresponding reporter plasmids pCAM-ABRE (*GUS* gene under control of three tandem copies of ABRE), pCAM-AM3 (*GUS* gene under control of three tandem copies of mutant ABRE), pCAM-ABREp+ (*GUS* gene under control of the truncated promoter containing ABREs), pCAM-ABREp− (*GUS* gene under control of the truncated promoter lacking ABREs) (Figure 2A). Histochemical staining and GUS activity assay both showed that the *GUS* reporter gene was activated when pROKII-ThABF1 was introduced together with pCAM-ABRE or pCAM-ABREp+ (Figures 2B,C). However, the co-transformation of pCAM-ABREp− and pROKII-ThABF1 and transformation of reporter construct alone failed to activate GUS (Figures 2B,C). These data indicated that the ThABF1 protein binds to the ABRE motifs in tobacco plants.

**Figure 2:**
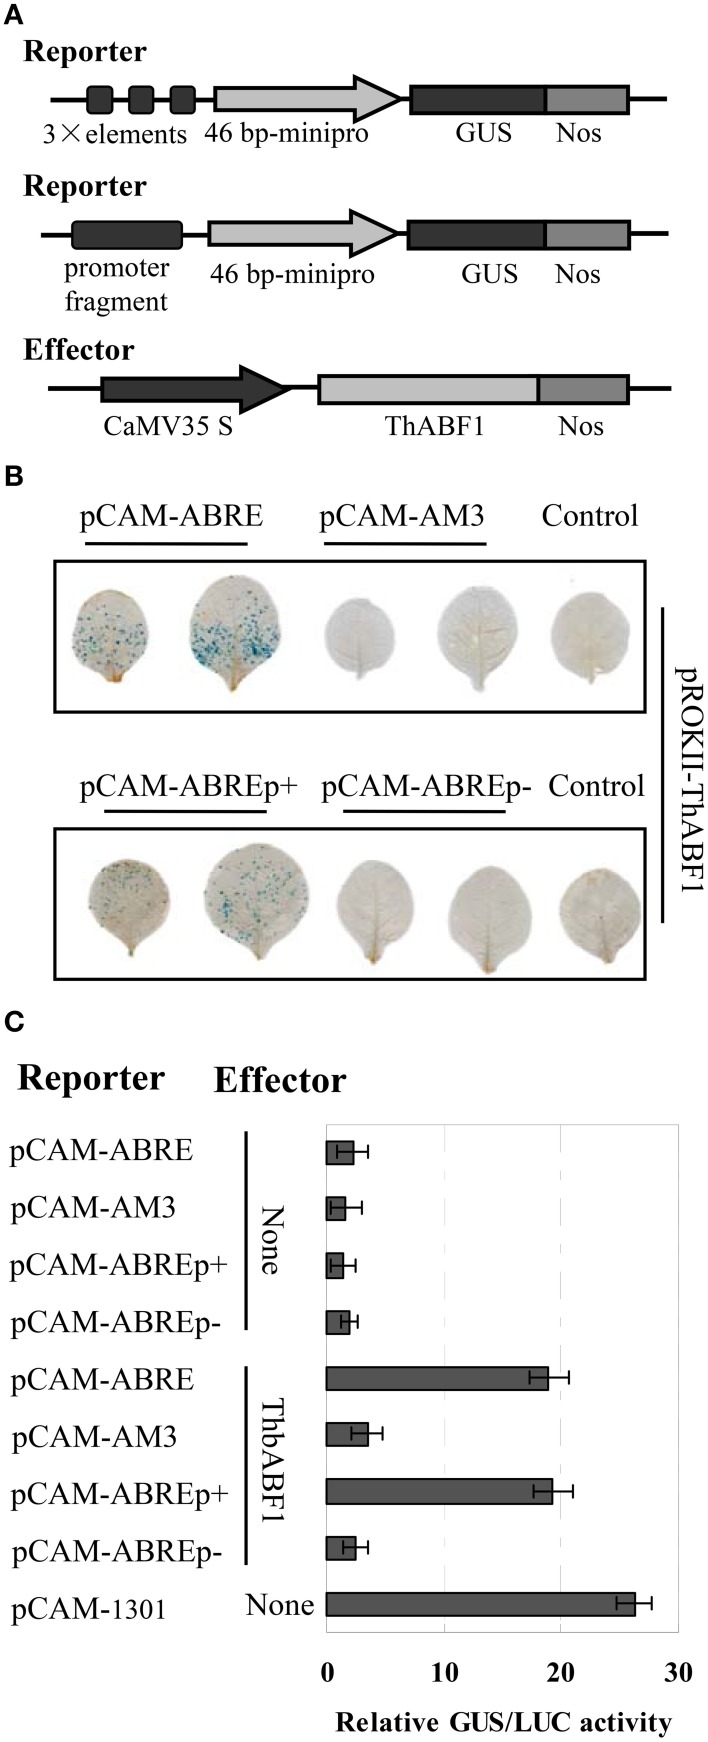
**Analysis of the interaction of ThbZIP1 with the ABRE motif in plants**. **(A)** Schematic diagram of the reporter and effector constructs. **(B)** The coexpression of the reporter and effector vectors in tobacco leaves. **(C)** GUS activity assay of the binding of ThABF1 to the ABRE motif and the ThbZIP1 promoter in tobacco plants. pCAM-1301: transformation of the reformed empty pCAMBIA1301 (in which the 35S::Hygromycin region was deleted) as a positive control; None: cotransformation of empty pROKII and the reporters. The transformation efficiencies were normalized using LUC activity. Data represent mean values of three independent experiments.

#### The binding of ThABF1 to the promoter of ThbZIP1 occurs in tamarix hispida

To further study whether the binding of ThABF1 to the promoter of ThbZIP1 actually occurs in *T. hispida*, ChIP analysis was performed. We carried out ChIP using transgenic *T. hispida* plants transformed with the 35S::ThABF1::GFP fusion gene; *T. hispida* plants transformed with 35S::GFP were used as negative control.

The results showed that the truncated promoters of ThbZIP1 could be amplified from input and chromatin DNA of 35S::ThABF1::GFP transgenic plants immunoprecipitated with GFP antibody (ChIP+); however, the chromatin DNA of 35S:GFP transgenic plants immunoprecipitated with GFP antibody (ChIP−) failed to amplify the corresponding PCR products (Figure 3A). Consistent with the results of gel electrophoresis, real-time PCR analysis showed that the promoter fragments were significantly enriched in the immunoprecipitated chromatin of 35S::ThABF1::GFP transgenic plants, but were not enriched in the immunoprecipitated chromatin of 35S::GFP plants (Figure 3B). These results indicated that the binding of ThABF1 to the promoter of ThbZIP1 actually occurs in *T. hispida*. Taken together, these results suggested that ThABF1 is one of the upstream regulators of ThbZIP1.

**Figure 3:**
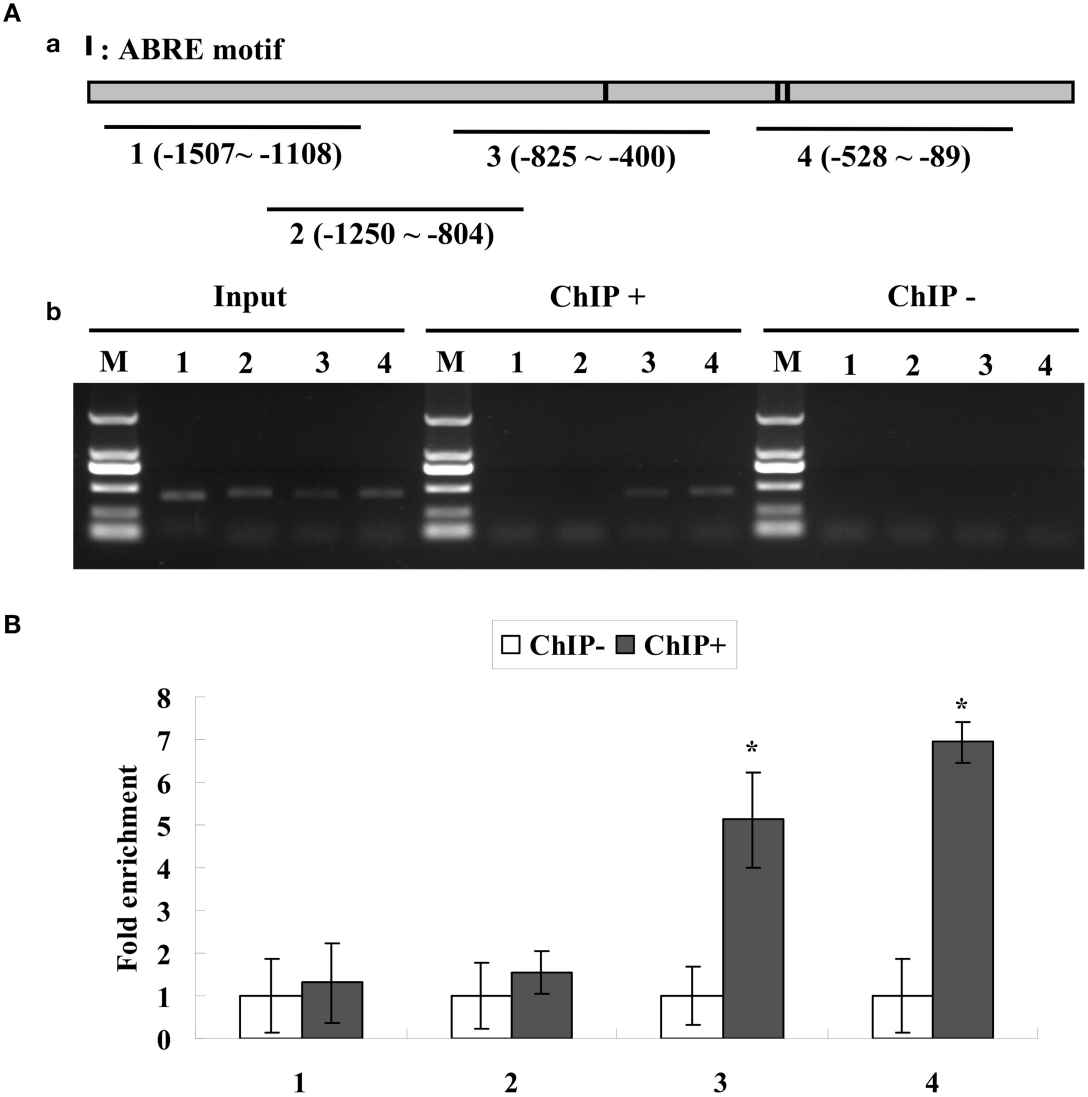
**(A)** ChIP analysis of the binding of *ThABF1* to the promoter of *ThbZIP1*. Black lines represent the *ThbZIP1* promoter region and black shadings represent the ABRE motifs. Input, PCR amplification of sonicated chromatin; ChIP+: PCR amplification of chromatin immunoprecipitated from 35S::*ThABF1*; ChIP−: PCR amplification of chromatin immunoprecipitated from the HA antibody (negative control). M, Marker DL2000. 1–4: PCR products of *ThbZIP1* promoter fragments using four pairs of primers. **(B)** ChIP quantitative PCR assay for the bindings of *ThABF1* to ABRE motifs. The enrichment of each truncated promoter was analyzed by real-time PCR. After normalization against *Actin*, the values in ChIP− were designed as 1 for qRT-PCR analysis. Asterisks represent the fragments showing significant enrichment by PCR production (*P* < 0.05); Input, Input DNA (positive controls); CHIP+: chromatin immunoprecipitated with anti-GFP antibody; CHIP−: chromatin immunoprecipitated with HA antibody (negative controls).

#### The expressions of both ThbZIP1 and ThABF1 in response to abiotic stresses

Previously, we studied the expression of ThbZIP1, and the results showed that it can be highly induced by NaCl, PEG6000, ABA, MV, and cold treatments (Ji et al., 2013). In the present study, we studied the expression of ThABF1 in response to these abiotic stresses. The results showed that NaCl, PEG6000, ABA, MV, and cold treatments also induced ThABF1 (Figure 4). In addition, ThbZIP1 and ThABF1 shared very similar expression patterns in response to NaCl, PEG6000, ABA, MV, and cold, which further suggested that they are involved in a common regulatory cascade.

**Figure 4:**
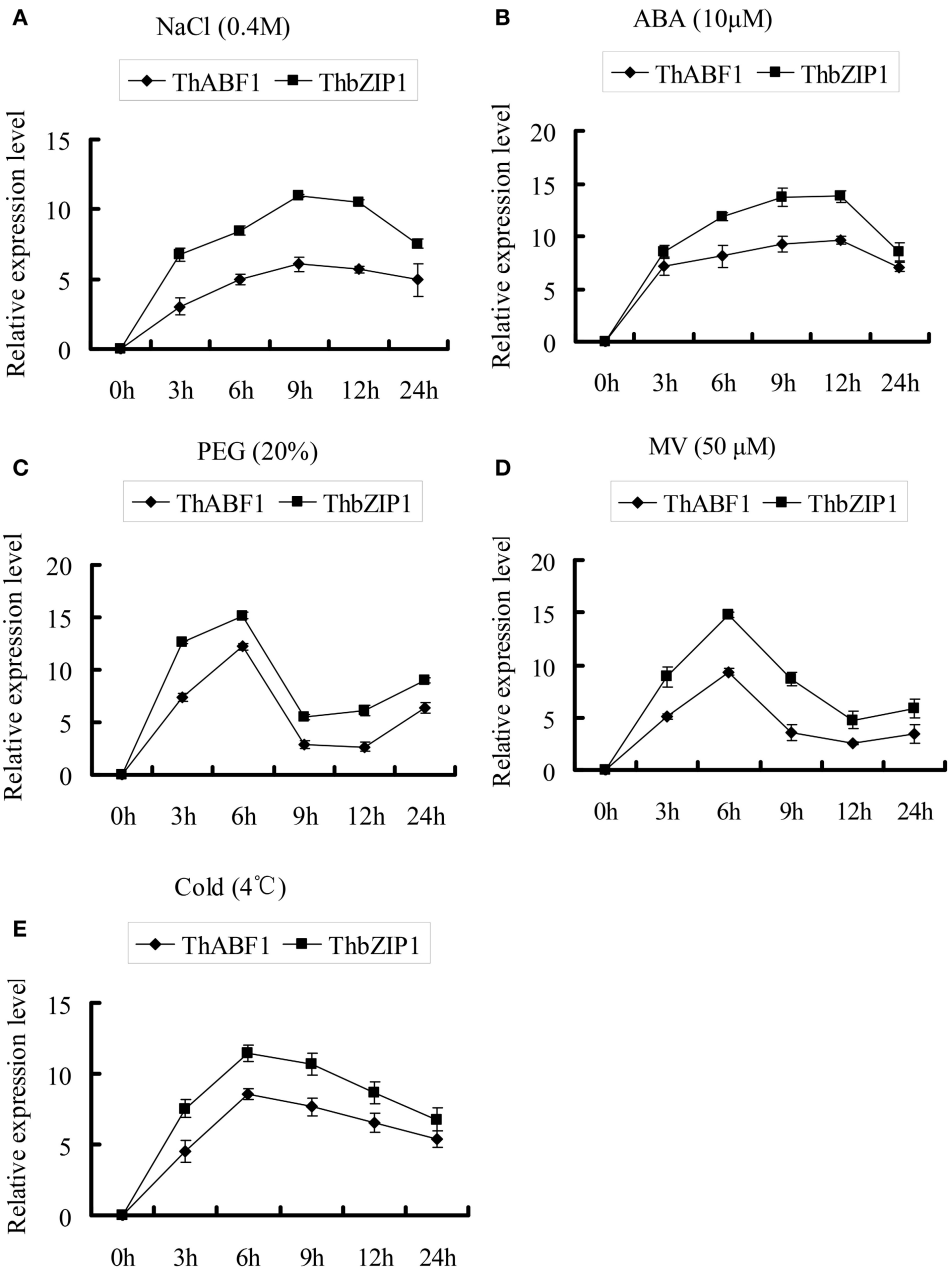
**The expression patterns of *ThABF1* and *ThbZIP1* in response to salt (A), ABA (B), osmotic (C), oxidative (D) and cold (E)**. The relative expression level = log_2_ (transcription level under stress treatment/transcription level under control condition). The error bars were obtained from multiple replicates of the real-time PCR.

#### Genes regulated by ThbZIP1 when exposed to ABA

Previously, we generated the transgenic tobacco and Arabidopsis plants overexpression of *ThbZIP1*. The studies showed that *ThbZIP1* transformed plants showed improved salt and drought stress tolerance, seed germination rate were significantly enhanced, and fresh weight gain and root growth were increased compared with WT plants did under salt and drought stress condition (Wang et al., 2010; Ji et al., 2013). On the contrary, *ThbZIP1* transformed plants showed significantly decreased seed germination rate, fresh weight gain, and root growth compared with WT when exposed to ABA treatment condition, indicating that plants expressing *ThbZIP1* exhibit increased sensitivity to ABA treatment (Ji et al., 2013).

To study the mechanism of sensitivity to ABA mediated by *ThbZIP1* at the genome scale, cDNA microarray analysis was performed to compare the gene expression between Arabidopsis overexpressing ThbZIP1 and WT under ABA treatment condition. 

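RNA from 8 samples was hybridized to Agilent Arabidopsis oligonucleotide arrays with 1 dye, 1 sample per array. ThbZIP1 overexpression plants (OE) and wild-type Col-0 (WT), both 4 weeks old, were given either water or 10 µM ABA for 3 h, and each of the 4 groups held n = 2 arrays. The mapping of arrays to groups follows the sample titles, source names, genotype and treatment labels and the paper's methods, which describe the plants labelled water as without treatment. Another label field gives different identities for the same arrays, namely the line of another transcription factor for OE in water and, with salt, for WT under ABA, an insertion line for WT in water, and wild type in water for OE under ABA, and it was not used. The authors' methods name MAS 5.0 and a standardization of the distribution of intensities. They deposited each array's scanner output, in which the brightness of the 45220 spots is background-subtracted within the array but not normalized between arrays, and a table of log2 values that had been quantile normalized across the 8 arrays. Starting from the scanner output, control spots and spots flagged as outliers were left out, spots of 1 probe were averaged, and each array's 75th percentile was subtracted from its log2 processed signals. Between 68.0% and 72.1% of the 43603 gene probes per array were well above background and no spot was saturated. WT in water replicate 1 had 1148 outlier spots, whereas the other 7 arrays had between 6 and 24. The 31264 probes that were well above background on both arrays of at least 1 group were tested with limma in 1 fit over all 8 arrays, and 12339 probes were left out as dim. The 2 arrays of a group correlated with r between 0.971 and 0.984 across probes. The number of arrays limits the precision, since the fit rests on 4 residual degrees of freedom. All 4 OE arrays lay on 1 slide scanned on 1 day, and the 4 WT arrays lay on 3 other slides scanned on another day. The OE arrays were also read with 1 version of the array's design file and the WT arrays with another. The probe names were the same in both versions, but 208 probes had another systematic name. Because 0 of the 4 slides held both genotypes and each scan day held 1 genotype, the difference between OE and WT cannot be told apart from that between the scan days.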

There were 1662 and 1609 genes significantly upregulated or downregulated, respectively, by the overexpression of ThbZIP1 under ABA treatment condition (Supplementary Data S1, Supplementary Table S1). 

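Under ABA, 3221 of the 31264 probes differed between OE and WT at an adjusted p under 0.05 and a fold of at least 2 (limma, Benjamini-Hochberg adjustment, 2 arrays per group). Of these, 1183 probes were higher in OE and 2038 were lower, which correspond to 889 locus tags with a higher probe and 1280 with a lower probe. The median standard error of a log2 fold change was 0.22. With the same test at an unadjusted p under 0.05 and a fold of at least 2, 1507 locus tags had a higher probe and 1715 a lower one. The alternative that moved the count most was the methods' t-test on the same values after Benjamini-Hochberg adjustment, which called 0 probes. The methods name no adjustment. With 2 arrays against 2 this test has at most 2 degrees of freedom, so very few p-values could pass adjustment over 31264 probes, and the 0 says little. At the methods' threshold that test called 1569 probes. Normexp background correction called fewer, 367 probes, of which 199 were higher and 168 lower in OE. The excess of lower probes thus turned under normexp, which also shifted the median log2 fold change of all probes by 0.33. Single arrays also decided much of the count, since 926 probes were called without WT under ABA replicate 1, 1154 without WT under ABA replicate 2 and 1417 without OE under ABA replicate 1. Among probes measured above background in both groups, the largest rises were those of the probes A_84_P789339 (log2 fold change 7.33, standard error 0.27, adjusted p = 0.000499 from limma) and A_84_P852577 (6.91, standard error 0.23, adjusted p = 0.000422), which matched no locus tag, followed by AT4G33980 at 6.85, ELF4 at 6.69 and PRR3 at 6.25. The largest falls were those of the defensin genes PDF1.2b (log2 fold change -9.31, standard error 1.38, adjusted p = 0.0124 from limma), PDF1.2c at -8.96, PDF1.3 at -8.86 and PDF1.2 at -8.68, followed by LHY (-6.23, standard error 0.20, adjusted p = 0.000422). PDF1.2b was no longer called without OE under ABA replicate 1 (adjusted p = 0.067) or without WT under ABA replicate 1 (adjusted p = 0.073), within a range of adjusted p from 0.0071 to 0.073 over its alternatives. PDF1.2c and PDF1.3 were lost without the same arrays, PDF1.2 also without WT under ABA replicate 2, and LHY under normexp background correction. In the plants given water, 2264 of the 3221 probes (70.3%) were also called between OE and WT, 2252 of them in the same direction. The copy of Supplementary Data S1 used here holds the first 1999 of its 3271 rows, and each listed ratio equals the ratio of mean linear values of OE to WT under ABA in the authors' normalized table, with a largest gap of 0.00016 on the log2 scale. From its comparison of OE with WT under ABA, the paper states that these genes were regulated by the overexpression of ThbZIP1.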

To determine the validity of the microarray results, twelve differentially expressed genes identified by the microarray were randomly selected for real-time RT-PCR analyses. 

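The array side of this comparison is given by the 12 genes of Supplementary Table S6, whereas the real-time RT-PCR values are not analysed here. For each gene the probe of Supplementary Data S1 was used where it lists the gene, and otherwise the probe with the highest mean signal. In the direction of the paper's ratio, 7 of the 12 genes were called between OE and WT under ABA, 4 of them higher and 3 lower in OE. Most of this count depended on the test, since 2 genes passed under the methods' t-test and 8 under limma at an unadjusted p. Single arrays mattered too, with 3 genes left without OE under ABA replicate 1 or WT under ABA replicate 1 and 2 without WT under ABA replicate 2. Adjusted over the list alone, 5 genes were called higher and 4 lower, AT2G41640 being among the higher ones, but the study chose the list on these arrays. BBX8 differed by far more than the spread between arrays, with normalized log2 signals of -0.70 ± 0.17 (SD, n = 2) in OE and -4.46 ± 0.36 (SD, n = 2) in WT, a log2 fold change of 3.76 (standard error 0.20, adjusted p = 0.00127 from limma). HSFA6B was 3.13 higher on the log2 scale, AT4G26790 was 2.24 higher and AT1G10780 was 1.92 higher, while AT5G67340 fell by 1.63, NTM1 fell by 1.29 and ABA1 fell by 1.22. Over 18 alternatives BBX8 was called in all 18, AT5G67340 in 16, NTM1 and ABA1 in 13, and AT4G26790 and AT1G10780 in 9. In contrast, RLP29 (log2 fold change 2.59, standard error 1.28, adjusted p = 0.207) and MBP2 (1.75, standard error 1.27, adjusted p = 0.370) were not distinguishable from no change, because their 2 OE arrays lay far apart, with an SD of 2.22 for RLP29 and 2.43 for MBP2. NAC042 fell by 1.90 without passing the adjusted threshold (adjusted p = 0.0762), and CRK41 fell by 0.99 (adjusted p = 0.0246), just short of the minimum fold. AT2G41640 has 3 probes that went in different directions. The probe chosen by signal was 1.02 higher in OE and was called, another rose by 0.95 and was not called, and the third had a log2 fold change of -1.58 and was called lower (adjusted p = 0.0323). Across the 12 genes the log2 fold changes correlated with the log2 of the paper's ratios with a Pearson r of 0.922, a value across genes, which are not independent replicates. Both sides of this r come from the same arrays, so it compares 2 ways of processing them and is no independent evidence for the changes.

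**Figure D1:**
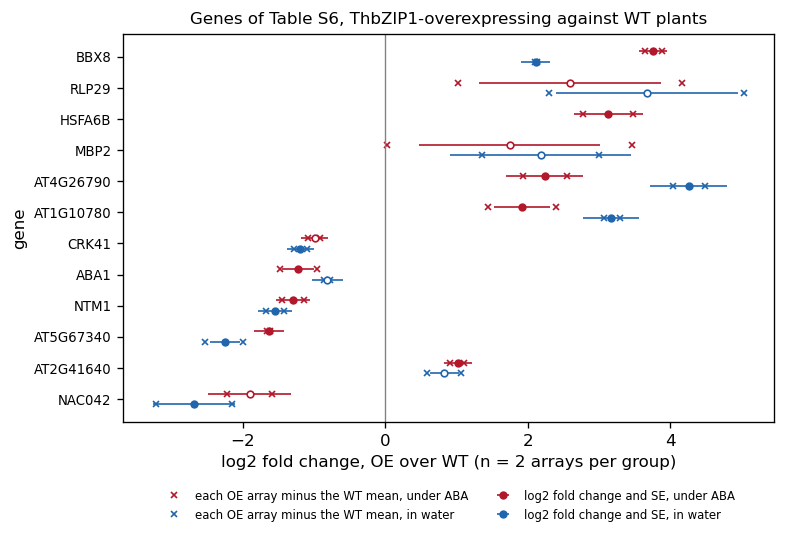
Log2 fold change of OE over WT (n = 2 arrays per group) for each gene of Table S6 under ABA (red) and in water (blue), as fitted by limma with its standard error (circle and bar, filled where called), with crosses for each OE array minus the WT mean. Under ABA the circles run from -1.90 for NAC042 to 3.76 for BBX8, the crosses of RLP29 and MBP2 lie far apart, and HSFA6B is not drawn in water, where neither group was well above background.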

The results showed high correlation coefficients between the real-time PCR and microarray data (*R*^2^ = 0.9774, *P* < 0.05) (Figure 5), which validated the reliability of the microarray results.

**Figure 5:**
**Comparison of the results of microarray and real-time RT-PCR**. The significantly differentially regulated genes detected by the microarray were randomly selected for real-time RT-PCR analysis. Correlation analysis of the results between real time RT-PCR and cDNA microarray were calculated (*P* < 0.05).

#### GO classification of the genes differentially regulated under ABA stress

GO classification was conducted for the functions significantly (*p* < 0.05) enriched under ABA treatment condition. In the “Molecular function” term, the most highly enriched terms were “Catalytic activity” (632 genes), “Binding function” (761 genes) and “Transcription regulator activity factor” (196 genes) (Figure 6A). For the GO term “Cellular component,” 1146 genes were enriched in “Cell” and “Cell part” component genes, while 601 and 186 genes belong to “Organelle” and “Organelle part,” respectively (Figure 6B). In the “Biological process” term, the differentially regulated genes were enriched in the many GO categories, such as “Cellular process” (735 genes), “Metabolic process” (642 genes), “Response to stimulus” (361 genes), “Biological regulation” (324 genes), “Regulation of biological process” (297 genes), and “Developmental process” (130 genes) (Figure 6C). These results indicated that under ABA treatment conditions, many biological pathways were altered, which should contribute to the sensitivity to ABA.

**Figure 6:**
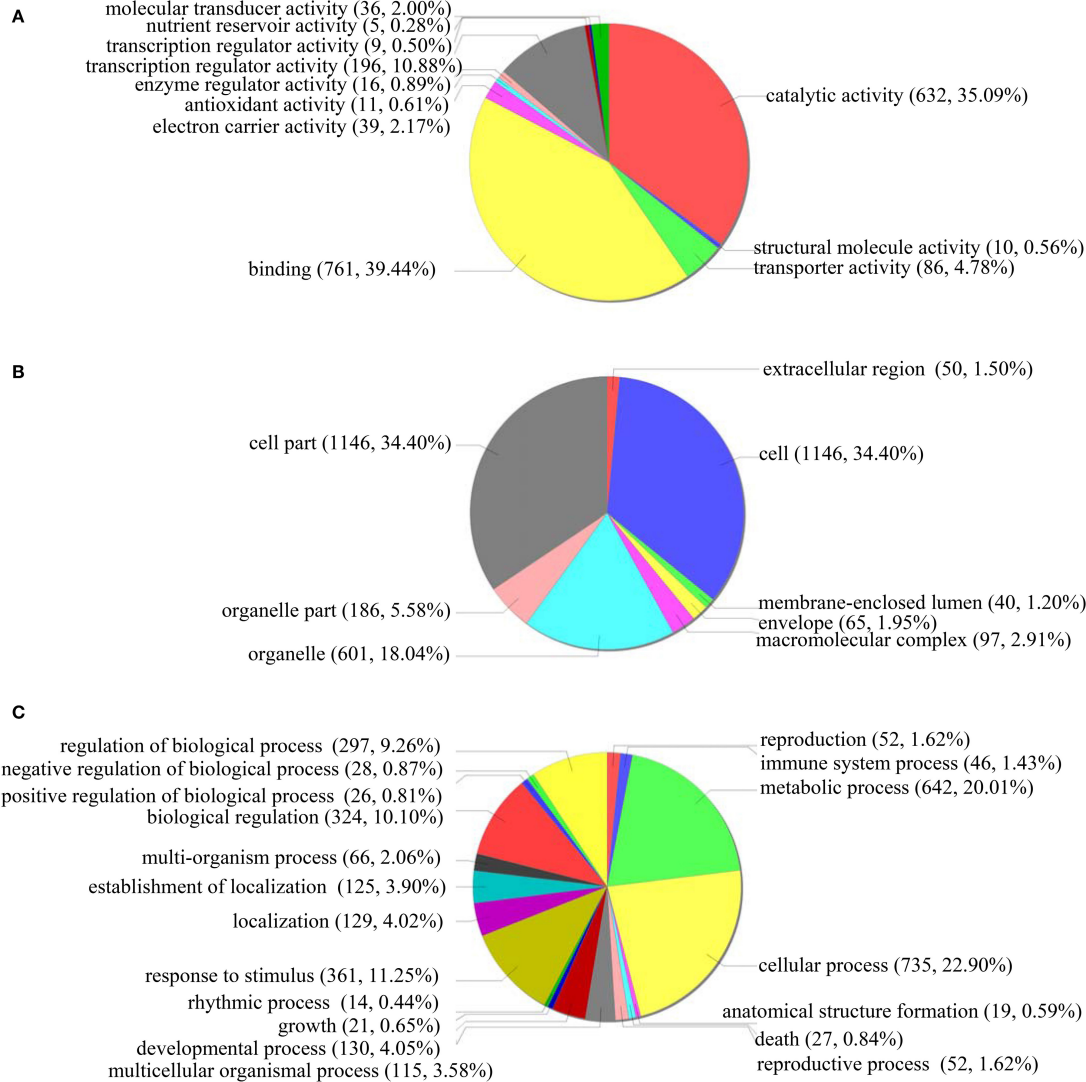
**GO term pie chart of the gene differentially regulated by ABA stress. (A–C)** indicates GO term pie picture of “Molecular function,” “Cellular component,” and “Biological process” for the gene differentially regulated under ABA stress, respectively.

In “Molecular function” term, the downregulated genes in the “Transcription regulator activity factor” accounted for 60%, demonstrating that transcriptional activity decreased when exposed to ABA treatment. In the “Cellular component” term, 79.03% of genes involved in “Organelle part” were upregulated, suggesting that organelle parts are increased under ABA treatment. However, in “Biological process” term, 55.12% of genes involved in “Response to stimulus” were downregulated, indicating that the genes' responses to stimuli were mainly inhibited by ABA. In addition, the downregulated genes in “Biological regulation” and “Regulation of biological process,” respectively, accounted for 59.26% and 60.27%, suggesting that the activities of “biological regulation” and “regulation of biological process” were inhibited under ABA treatment. Therefore, the pathways associated with these decreased or increased functions may lead to the ABA sensitivity of plants overexpressing ThbZIP1.

#### Target genes regulated by ThbZIP1 in response to ABA

Previously, our studies showed that ThbZIP1 can specifically bind to ACGT elements, including A-box (“TACGTA”), C-box (“CACGTC”) and G-box (“CACGTG”), but with different binding affinities (Ji et al., 2013). In the present study, to study whether ThbZIP1 regulates the expression of genes *via* binding to the C-, G- or A-box motifs when exposed to ABA treatment, we randomly selected the genes upregulated by ThbZIP1 under ABA stress condition, and screened their promoter regions (−1 to 1000 bp) for C-, G- or A-box motifs. The results showed that all of the selected genes have at least one of C-box, G-box or A-box in their promoter region, and most of them have two or more C-, G- or A-box motifs (Table 1). This result suggested that ThbZIP1 regulates these genes *via* binding to C-, G- or A-box motifs present in their promoter sequences when exposed to ABA.

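The expression behind Table 1 was taken from the same arrays, while its promoters were not searched here because no genome sequence was used. Of the 33 genes, 22 were called higher in OE than in WT under ABA and 26 were called when adjusted over the list alone, which is not independent evidence, since the study chose the list on these arrays. With the probe used for each gene, all 33 had a higher mean in OE and 32 rose by at least 2-fold, with a median log2 fold change of 2.25. The alternative that moved the count most was the methods' t-test after Benjamini-Hochberg adjustment, which called 0 of them, against 17 at its unadjusted threshold. With 2 arrays per group that adjusted test could call very few probes, so its 0 says little about these genes. GRP7 had the largest change (log2 fold change 4.43, standard error 0.68, adjusted p = 0.0136 from limma), but its 2 WT arrays differed widely, with an SD of 1.26. GRP7 was called under 15 of its 18 alternatives, over which its log2 fold change ran from 3.54 to 5.32. It was lost under normexp, without OE under ABA replicate 1 and without WT under ABA replicate 2. LUX was measured more tightly, at 1.07 ± 0.13 (SD, n = 2) in OE and -3.13 ± 0.15 (SD, n = 2) in WT, a log2 fold change of 4.19 (standard error 0.18, adjusted p = 0.000869 from limma). AT4G30650 was 3.35 higher on the log2 scale (adjusted p = 0.0108), DREB2B was 2.97 higher (adjusted p = 0.00288) and DREB2A was 1.94 higher (adjusted p = 0.00928). LUX and DREB2B were called under all 18 of their alternatives, AT4G30650 under 14 of 18 and DREB2A under 15 of 17. The 11 genes that were not called included COR15A (log2 fold change 1.91, standard error 0.63, adjusted p = 0.0920) and AT4G27654 (2.10, standard error 1.21, adjusted p = 0.266), whose 2 OE arrays differed with an SD of 2.22. AT3G17520 was at -2.01 ± 0.98 (SD, n = 2) in OE and -2.30 ± 0.53 (SD, n = 2) in WT under ABA, so that its log2 fold change of 0.29 was within the spread between arrays (adjusted p = 0.700), and its sign turned to -0.41 without OE under ABA replicate 1 and to -0.09 without WT under ABA replicate 1. SEP1 was called with the probe used here (2.63, adjusted p = 0.0383) and in 9 of its 18 alternatives, whereas its other probe was not (2.72, adjusted p = 0.237). For AT1G15830 the probes went in opposite directions, neither being called, with the probe used here at 1.75 (adjusted p = 0.0991) and the other at -0.77 (adjusted p = 0.192). In water, 18 of the 33 genes were called higher in OE. For all 33 genes the difference between OE and WT cannot be told apart from that between the scan days. Of the 33, 3 genes, LUX among them, are evening genes of the circadian clock, which a harvest at another time of day could also raise. From the boxes found in the promoters of these upregulated genes, the paper proposes that ThbZIP1 regulates them by binding to C-, G- or A-box motifs under ABA.

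**Figure D2:**
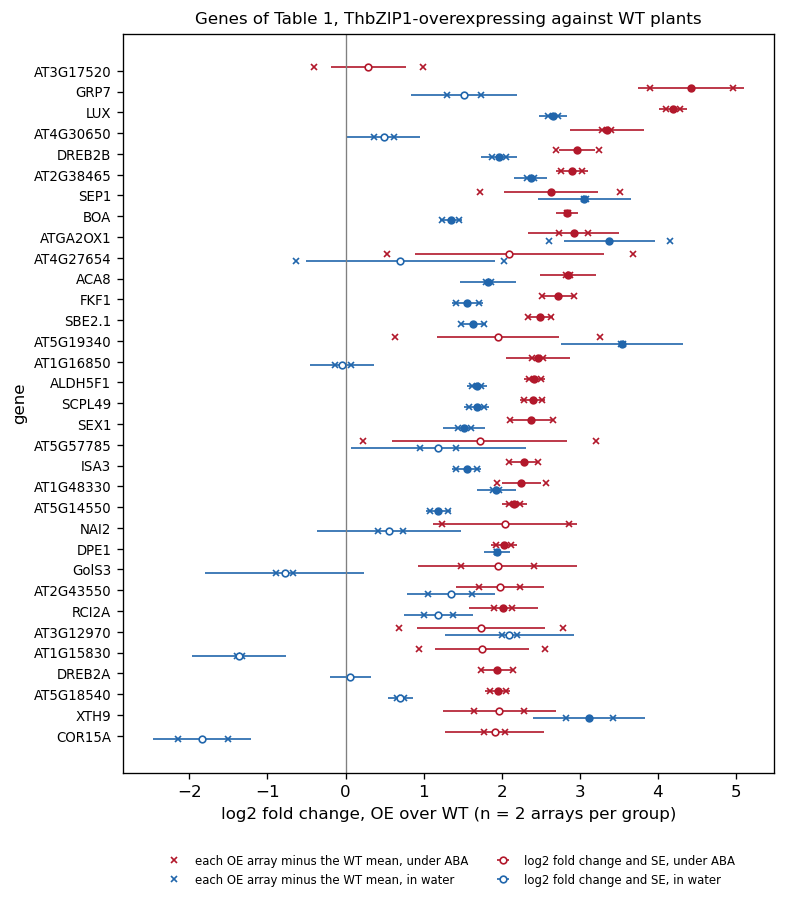
Log2 fold change of OE over WT (n = 2 arrays per group) for each of the 33 genes of Table 1 under ABA (red) and in water (blue), as fitted by limma with its standard error (circle and bar, filled where called), with crosses for each OE array minus the WT mean. Under ABA the circles run from 0.29 for AT3G17520 to 4.43 for GRP7, and AT3G17520 is not drawn in water, where neither group was well above background. In water DREB2A had a value on only 1 WT array, replicate 2.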

**Table 1:** **The distribution of C-, G, or A-box in the promoter of the ThbZIP1 target genes under ABA treatment condition**.

**Locus tag**	**Fold change**	**bZIP recognition sequences**	**Description**
AT3G17520	81.7964	−231 (CACGTG)	Protein coding
AT2G21660	19.792	−157 (CACGTG)	Glycine-rich RNA-binding protein 7
AT3G46640	19.0602	−245 (CACGTG)	Protein phytoclock 1
AT4G30650	10.3677	−271 (CACGTG)	Putative low temperature and salt responsive protein
AT3G11020	8.0937	−787 (CACGTG)	Dehydration-responsive element-binding protein 2B
AT2G38465	7.5216	−310 (CACGTG)	Hypothetical protein
		−496 (GACGTC)	
AT5G15800	7.2404	−482 (CACGTG)	Developmental protein SEPALLATA 1
AT5G59570	7.2356	−91 (CACGTG)	myb Family transcription factor
		−544 (TACGTA)	
AT1G78440	7.2322	−322 (GACGTC)	Gibberellin 2-beta-dioxygenase 1
AT4G27654	7.2027	−306 (TACGTA)	Hypothetical protein
AT5G57110	7.1898	−125 (CACGTG)	Calcium-transporting ATPase 8
AT1G68050	6.7293	−666 (TACGTA)	Adagio protein 3
AT2G36390	5.7195	−201 (CACGTG)	1,4-alpha-glucan branching enzyme
AT5G19340	5.5723	−766 (TACGTA)	Hypothetical protein
AT1G16850	5.4176	−134 (CACGTG)	Hypothetical protein
AT1G79440	5.3763	−207 (CACGTG)	Succinate-semialdehyde dehydrogenase
AT3G10410	5.3618	−88 (CACGTG)	Carboxypeptidase
		−464 (CACGTG)	
		−841 (CACGTG)	
		−869 (CACGTG)	
		−879 (CACGTG)	
AT1G10760	5.3329	−533 (CACGTG)	Alpha-glucan water dikinase
		−579 (CACGTG)	1
AT5G57785	5.2354	−196 (CACGTG)	Hypothetical protein
AT4G09020	4.9709	−148 (CACGTG)	Isoamylase 3
AT1G48330	4.9437	−286 (CACGTG)	Hypothetical protein
		−413 (TACGTA)	
		−828 (TACGTA)	
AT5G14550	4.5091	−297 (CACGTG)	Core-2/I-branching
		−592 (CACGTG)	beta-1,6-N- acetylglucos-aminyltransferase family protein
AT3G15950	4.384	−129 (CACGTG)	DNA topoisomerase like protein
AT5G64860	4.1671	−115 (CACGTG)	4-alpha-glucanotransferase-like protein
		−126 (CACGTG)	
AT1G09350	4.1117	−345 (CACGTG)	Galactinol synthase 3
AT2G43550	4.0556	−182 (CACGTG)	Defensin-like protein 197
AT3G05880	4.0005	−498 (TACGTA)	Hydrophobic protein RCI2A
		−956 (CACGTG)	
AT3G12970	3.9478	−150 (CACGTG)	Hypothetical protein
AT1G15830	3.9475	−438 (GACGTC)	Hypothetical protein
		−727 (CACGTG)	
AT5G05410	3.8916	−979 (TACGTA)	Dehydration-responsive element-binding protein 2A
AT5G18540	3.8882	−239 (GACGTC)	Hypothetical protein
AT4G03210	3.8147	−667 (GACGTC)	Xyloglucan endotransglucosylase/hydrolase protein 9
AT2G42540	3.7073	−252 (CACGTG)	Cold-regulated protein 15a
		−428 (CACGTG)	

#### Comparison of gene expression profiles between salt and ABA treatments

Our previous studies showed that the *ThbZIP1* transformed tobacco and Arabidopsis plants displayed improved salt and drought stress tolerance. Meanwhile, the *ThbZIP1* transformed plants displayed enhanced activities of superoxide dismutase (SOD), peroxidase (POD), and glutathione S-transferase (GST); however, reactive oxygen species level, electrolyte leakage rate, and malondialdehyde (MDA) content were all significantly decreased in *ThbZIP1* transformed plants under salt and drought stress condition (Wang et al., 2010; Ji et al., 2013). These results suggested that ThbZIP1 confers salt and drought tolerance to plants by decreasing ROS injury and protect cell membrane from damage. However, although *ThbZIP1* transformed plants showed increased sensitivity to ABA, the ROS level, and electrolyte leakage rate in *ThbZIP1* transformed plants were also significantly lower than in WT plants under ABA treatment condition (Ji et al., 2013). Consistently, Zhang et al. (2012) showed that a maize *bZIP* gene, *ABP9*, confers salt, drought, and cold tolerance to transgenic plants, but plants overexpression of *ABP9* also displayed significantly enhanced sensitivity to ABA. The transgenic plants overexpressing *ABP9* was found to improve salt stress tolerance by decreasing ROS accumulation level; however, it also displayed decreased ROS accumulation under ABA treatment conditions. In addition, *bZIP* overexpressing plants can reduce stomatal aperture when treated with ABA, and both *ABP9* and *ThbZIP1* transformed plants showed improved water-conserving capacity (Zhang et al., 2012; Ji et al., 2013). ROS injury, damage of cell membrane (reflected by and electrolyte leakage rate) and decreased water-conserving capacity are the main factors that damage plants under abiotic stress conditions. However, exogenously applied ABA damaged the plants overexpressing *ThbZIP1* obviously not through the pathways of ROS injury, damage of cell membrane, and decreased water-conserving capacity. Therefore, it is deserved to discover the mechanism of sensitivity to ABA mediated by *ThbZIP1*, and comparing the expression of genes in *ThbZIP1* plants in response to salt and ABA can be helpful in revealing this mechanism.

In previous investigation, we studied genes whose expressions were regulated by *ThbZIP1* under salt stress using a cDNA microarray (Ji et al., 2013). Therefore, we compared the expression of genes in *ThbZIP1* transformed plants in response to salt and ABA. The results showed that ABA treatment differentially regulates more genes than salt stress (Figure 7). There were 88 and 246 genes that were upregulated and downregulated, respectively, in both NaCl- and ABA-stressed plants. There were 156 genes upregulated by NaCl treatment but downregulated by ABA treatment, and 126 genes that were downregulated by NaCl treatment but upregulated by ABA treatment (Figure 7A). Genes differentially regulated by both salt and ABA treatment only accounted for a small proportion (9.75%), suggesting that the responses of ThbZIP overexpressing plants to ABA and salt stress are quite different (Figure 7A). Hierarchical cluster analysis was then performed on the genes differentially regulated by ABA or salt. The genes were grouped into eight groups (a–h) according to their expression patterns (Figure 7B). The results showed that groups a, b, e, and f accounted for more than 90% of the differentially regulated genes, and these groups represented the genes that were only differentially expressed by ABA or salt, but were unaffected by the other treatment (Figure 7B). Such a high percentage of genes that showed different expression patterns in response to salt and ABA stimulus further suggested that the response to salt and ABA mediated by ThbZIP1 are quite different. Thus, the genes that only are differentially regulated in salt or ABA treatment contribute to the different salt and ABA responses.

**Figure 7:**
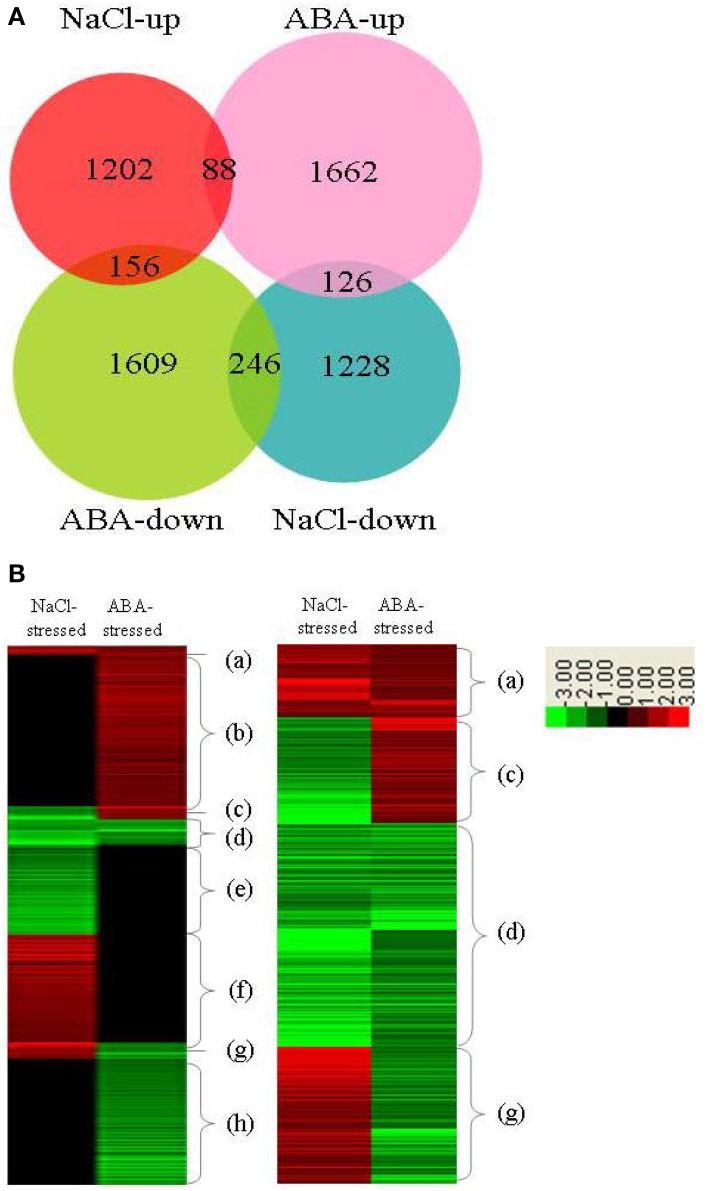
**Analysis of the distribution of genes differentially regulated by ThbZIP1 in response to ABA and salt**. **(A)** Venn diagram for the distribution of genes differentially regulated in response to ABA and salt. **(B)** Hierarchical analysis of the genes differentially regulated by ThbZIP1 under salt or ABA stimulus. Red means induced expression, green indicates decreased expression and black shows unchanged expression.

GO analysis was conducted to study the similarity and difference in biological process mediated by ThbZIP1 between salt and ABA stimuli. The results showed that under ABA treatment, the upregulated genes were significantly enriched in 12 subgroups, and the downregulated genes were significantly enriched in six subgroups (Table 2). However, under salt stress conditions, the upregulated genes were enriched in four subgroups and the downregulated genes were enriched in eight subgroups (Table 2). Importantly, among these enriched GO terms, six terms that were induced by ABA were decreased by salt; meanwhile, two subterms that were decreased by ABA were induced by salt (Table 2). These results suggested that structural molecule activity, organelle part, membrane-enclosed lumen, reproduction, reproductive process, and organelle are enhanced by ABA treatment but inhibited by salt stress. Conversely, immune system process and multi-organism process were improved by salt stress but inhibited by ABA. Under ABA treatment, the pathways of transcription regulator activity, enzyme regulator activity, and developmental process were significantly altered; however, these pathways were not affected by salt stress. Furthermore, the up- and downregulated genes were both enriched in metabolic process under salt stress conditions; however, metabolic process were only enriched by the genes downregulated by ABA stimuli, indicating that metabolic process should be repressed. Therefore, the genes associated with these differences in the response to salt and ABA should be involved in salt tolerance and ABA sensitivity.

**Table 2:** **The significantly enriched GO terms of the differentially regulated genes under ABA and salt treatment condition**.

**GOId**	**Name**	**Percent (%)**	**The number of up or down-regulated genes**	**The number of differentially regulated genes**
**UNDER ABA TREATMENT CONDITION (UP-REGULATED GENES)**				
GO:0031975	Envelope	93.85	61	65
GO:0045182	Transcription regulator activity	88.89	8	9
GO:0010926	Anatomical structure formation	84.21	16	19
GO:0005198	Structural molecule activity	80.00	8	10
GO:0044422	Organelle part	79.03	147	186
GO:0031974	Membrane-enclosed lumen	70.00	28	40
GO:0000003	Reproduction	65.38	34	52
GO:0022414	Reproductive process	65.38	34	52
GO:0048511	Rhythmic process	64.29	9	14
GO:0043226	Organelle	61.06	367	601
GO:0032991	Macromolecular complex	60.82	59	97
GO:0005576	Extracellular region	60.00	30	50
**UNDER ABA TREATMENT CONDITION (DOWN-REGULATED GENES)**				
GO:0002376	Immune system process	80.43	37	46
GO:0051704	Multi-organism process	68.18	45	66
GO:0016265	Death	66.67	18	27
GO:0016209	Antioxidant activity	63.64	7	11
GO:0030528	Transcription regulator activity	61.73	121	196
GO:0050789	Regulation of biological process	60.27	179	297
**UNDER SALT TREATMENT CONDITION (UP-REGULATED GENES)**				
GO:0009055	Electron carrier activity	61.11	11	18
GO:0005215	Transporter activity	60.87	14	23
GO:0051704	Multi-organism process	60.00	12	20
GO:0002376	Immune system process	75.00	9	12
**UNDER SALT TREATMENT CONDITION (DOWN-REGULATED GENES)**				
GO:0005198	Structural molecule activity	66.67	6	9
GO:0044422	Organelle part	65.79	25	38
GO:0031974	Membrane-enclosed lumen	75.00	6	8
GO:0043226	Organelle	60.31	79	131
GO:0009893	Positive regulation of metabolic process	75.00	6	8
GO:0032501	Multicellular organismal process	62.07	18	29
GO:0000003	Reproduction	68.75	11	16
GO:0022414	Reproductive process	73.33	11	15

GO analysis was further performed on the 88 genes that were up-regulated by both ABA and salt treatment, and 49, 53, and 55 genes were respectively classified into the terms of molecular function, cell component, and biological process (Supplementary Data S2). According to GO analysis in biological process, there were 27 out of 55 genes having the specific function involved in the response of abiotic stress or defense. Consideration of these genes were up-regulated by ABA treatment, this result indicated that these genes might play their roles in abiotic stress or defense response through ABA signaling pathway. Furthermore, molecular function classification showed that a high percentage of genes (69.4%) are involved in binding function, such as nucleotide binding, ATP binding, and ion binding, suggesting that these functions play important roles in both ABA and salt response.

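The copy of Supplementary Data S2 used here lists 71 locus tags of the 88 genes, and the arrays of salt-stressed plants are not analysed here. Between OE and WT under ABA, 24 of the 71 genes were called higher in OE and 38 were called when adjusted over the list alone, a list drawn in part from these arrays. All 71 had a higher mean in OE and 60 rose by at least 2-fold, with a median log2 fold change of 1.28. Leaving out 1 array moved the count to 5 without WT under ABA replicate 1, 6 without WT under ABA replicate 2, 8 without OE under ABA replicate 1 and 14 without either OE array in water. In water, where no ABA was given, 28 of the 71 genes were called higher in OE and 65 had a higher mean. The response to ABA itself was smaller. Between ABA and water, 1 of the 71 genes was called higher in WT, TINY2 (log2 fold change 2.23, standard error 0.27, adjusted p = 0.0358 from limma), with a median log2 fold change of 0.17 over the list. In OE, COR15B (log2 fold change 2.49, adjusted p = 0.0212), HVA22D (2.13, adjusted p = 0.0244) and HSP70 (1.47, adjusted p = 0.0372) were called higher under ABA than in water, with a median of 0.15 over the list. These 4 genes were named after their values were seen. The paper calls the genes of Supplementary Data S2 upregulated by ABA treatment from the comparison of OE with WT under ABA. For those classified with a function in abiotic stress or defense, it proposes that they might act in that response through ABA signaling.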

## Conclusions

In the present study, based on the ABRE motifs present in the promoter of ThbZIP1, we identified that the TF ThABF1 directly regulates the expression of ThbZIP1. The mechanism of ABA sensitivity mediated by ThbZIP1 was studied on a genome scale, and processes regulated by ThbZIP1 in response to ABA were revealed. Plants overexpressing ThbZIP1 are tolerant to salt but sensitive to ABA; therefore, we further studied these differences on a genome scale. The results showed that some processes were highly altered in *ThZIP1* overexpressing plants when exposed to salt or ABA treatment, and these dramatically changed biological processes should be contributed to the tolerance to salt but sensitivity to ABA.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The regulatory network of ThbZIP1 in response to abscisic acid treatment
**Source:** Front Plant Sci. 2015 Feb 10;6:25. doi: 10.3389/fpls.2015.00025
**Supplement:** Supplementary file 3

***Supplementary Material***

**The function and regulatory network of ThbZIP1 in response to abscisic acid treatment**

**Xiaoyu Ji 1, †, Guifeng Liu 2, †, Yujia Liu 3, Xianguang Nie 2 , Lei Zheng 2, Yucheng Wang 1***

†These authors contributed equally to this work

1. **Supplementary Data**

**Supplementary Data S1. Significantly differentially regulated genes (p<0.05; ratio>2 or <0.5) in *ThbZIP1* transformed Arabidopsis plants relative to WT Arabidopsis plants under ABA stress conditions.**

**Supplementary Data S2. Gene ontology analysis of the 88 genes that were up-regulated by both ABA and salt treatment conditions.**

1. **Supplementary Figures and Tables**

## Suplementary Tables

Supplemental Table S1. Genes highly enriched in ThbZIP1 overexpressed plants under ABA stress conditions.

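Supplementary Table S1 groups genes that the paper found higher in OE than in WT under ABA by family. It names 226 distinct locus tags, each of which has a tested probe. On these arrays 77 of the 226 genes were called higher in OE under ABA and 1 was called lower, while 143 were called higher when adjusted over the list alone, a list that the study chose on these arrays. A higher mean in OE was found for 224 genes, and 203 rose by at least 2-fold, with a median log2 fold change of 1.35. The 2 genes with a lower mean, both listed among heat shock proteins and named after their values were seen, were AT5G55570 (log2 fold change -2.63, standard error 0.39, adjusted p = 0.0123 from limma) and HSF1 (-0.18, standard error 0.14, adjusted p = 0.396). The heat shock family has 15 rows for 13 distinct locus tags, of which 8 were called higher. Of the 6 genes of dehydration-responsive element-binding proteins, 5 were called higher under ABA, with a median log2 fold change of 2.02. The 24 cyclin genes had a median log2 fold change of 1.24 under ABA, where 2 were called, and of 2.11 in water, where 22 were called, and the difference between OE and WT was larger in water for 22 of the 24 genes. This gap depended on the background correction, since under normexp, which also shifts all probes, the median in water exceeded that under ABA by 0.09 in place of 0.87, with 15 of the 24 genes larger in water. Both medians stayed above 0 under every scaling tried. No single cyclin gene was called for the genotype by treatment interaction, with a lowest adjusted p of 0.478 (limma). In a simulation, 0 of 200 probes with an interaction of 1.5 were called either, so that one of this size or less could be missed gene by gene. Without WT under ABA replicate 1 the count of genes called higher fell to 24 of 226, without WT under ABA replicate 2 to 28 and without OE under ABA replicate 1 to 35.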

| **Gene name** | **Number** | **Locus tag** |
| --- | --- | --- |
| Zinc finger family protein | 16 | AT3G07650 AT1G28050 AT2G47890 AT5G48250 AT5G15840 AT1G24625 AT5G25160 AT1G69600 AT2G47850 AT3G27330 AT5G60250 AT5G60710 AT2G29660 AT4G16610 AT3G49930 AT5G10970 |
| MYB | 10 | AT2G38090 AT5G59570 AT1G49560 AT5G07700 AT5G11510 AT5G60890 AT3G61250 AT2G31180 AT3G01140 AT3G12820 |
| ERF | 16 | AT4G20880 AT5G25810 AT5G61890 AT1G64380 AT2G20880 AT1G77200 AT2G44940 AT4G31060 AT2G23340 AT4G23750 AT4G11140 AT5G44350 AT1G16060 AT5G60120 AT3G54990 AT4G37750 |
| WRKY | 7 | AT4G31805 AT2G40750 AT2G03340 AT4G24240 AT2G34830 AT4G39410 AT2G44745 |
| bHLH | 7 | AT5G39860 AT1G22490 AT5G46690 AT5G51780 AT3G05800 AT4G00870 AT3G20640 |
| Cytochrome P450 | 15 | AT5G52320 AT1G63710 AT1G01600 AT4G37410 AT1G13710 AT1G11600 AT3G10570 AT1G19630 AT2G34490 AT1G78490 AT4G12320 AT5G44620 AT4G13770 AT2G45560 AT3G48290 |
| Heat shock protein | 10 | AT3G12580 AT5G56010 AT5G56030 AT4G17750 AT5G55570 AT2G40130 AT5G03720 AT2G03020 AT5G56010 AT5G52640 AT3G12580 AT3G53800 AT2G20550 AT2G19310 AT5G23240 |
| Protein kinase family | 9 | AT1G70430 AT2G18890 AT5G61570 AT3G59350 AT1G09450 AT1G50240 AT5G18700 AT2G31010 AT2G28930 |
| Glycosyl hydrolase family protein | 7 | AT5G64710 AT3G61100 AT3G62460 AT3G07320 AT5G55180 AT1G11820 AT2G05790 |
| Auxin-responsi-ve protein | 9 | AT4G12410 AT3G09870 AT3G12955 AT5G35735 AT4G17280 AT4G29080 AT4G14550 AT1G19850 AT2G33860 |
| Growth-regulating factor | 4 | AT2G45480 AT5G53660 AT3G52910 AT2G22840 |
| Arabinogalacta-n protein | 11 | AT2G14890 AT5G65390 AT5G24105 AT1G28290 AT3G06360 AT2G47930 AT5G18690 AT1G55330 AT5G11740 AT4G26320 AT5G64310 |
| Aspartyl protease family protein | 8 | AT1G01300 AT1G09750 AT2G03200 AT4G33490 AT3G12700 AT3G25700 AT5G07030 AT5G02190 |
| Lipid-transfer protein | 8 | AT4G15160 AT1G62500 AT4G00165 AT1G62510 AT3G53980 AT4G33550 AT1G48750 AT3G22142 |
| Cell cycle protein | 9 | AT4G24010 AT2G21770 AT1G79560 AT4G33270 AT4G33260 AT4G22860 AT4G11990 AT3G05480 AT1G49910 |
| Cyclin | 24 | AT2G44740 AT2G45080 AT1G27630 AT1G73690 AT1G20930 AT1G76540 AT2G38620 AT3G54180 AT4G34160 AT1G76310 AT1G20610 AT4G35620 AT2G17620 AT2G26760 AT3G11520 AT5G06150 AT4G37490 AT1G80370 AT1G15570 AT5G11300 AT1G44110 AT3G05330 AT1G16330 AT1G34460 |
| Dehydration-responsive element-binding protein | 6 | AT5G11590 AT3G11020 AT5G05410 AT4G25470 AT4G25490 AT4G25480 |
| Early nodulin-like protein | 7 | AT1G64640 AT5G25090 AT4G27520 AT4G12880 AT1G08500 AT4G31840 AT2G25060 |
| GDSL esterase | 12 | AT5G33370 AT1G54020 AT4G26790 AT4G01130 AT4G28780 AT5G45670 AT5G41890 AT1G29670 AT1G54010 AT5G45960 AT1G28610 AT5G14450 |
| Glycine-rich protein | 10 | AT1G64450 AT4G39260 AT2G21660 AT3G23830 AT4G13850 AT2G05510 AT2G05540 AT5G61660 AT2G36120 AT4G18280 |
| Homeobox protein | 11 | AT1G73360 AT5G15150 AT1G79840 AT1G70920 AT5G66700 AT2G18550 AT1G62360 AT1G23380 AT1G75240 AT3G50890 AT5G39760 |
| Plant invertase | 7 | AT5G62360 AT5G20740 AT1G23205 AT1G62770 AT1G23350 AT2G47670 AT3G47380 |

Supplemental Table S2. Primer sequences used in the yeast one-hybrid analyses.

| **Primer names** | **Primers sequences (**5’-3’**)** |
| --- | --- |
| pHIS2-AF | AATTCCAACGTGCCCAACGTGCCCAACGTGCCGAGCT |
| pHIS2-AR | CGGCACGTTGGGCACGTTGGGCACGTTGG |
| pHIS2-AM1F | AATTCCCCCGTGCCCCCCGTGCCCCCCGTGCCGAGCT |
| pHIS2-AM1R | CGGCACGGGGGGCACGGGGGGCACGGGGG |
| pHIS2-AM2F | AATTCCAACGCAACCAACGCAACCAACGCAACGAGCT |
| pHIS2-AM2R | CGTTGCGTTGGTTGCGTTGGTTGCGTTGG |
| pHIS2-AM3F | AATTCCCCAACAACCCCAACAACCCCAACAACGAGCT |
| pHIS2-AM3R | CGTTGTTGGGGTTGTTGGGGTTGTTGGGG |
| pHIS2-ABREp+F | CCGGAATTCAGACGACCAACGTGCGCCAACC |
| pHIS2-ABREp+R | CGAGCTCCTATCTCAGAAGGCACGTTGTT |
| pHIS2-ABREp-F | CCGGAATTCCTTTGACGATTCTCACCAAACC |
| pHIS2-ABREp-R | CGAGCTCCCGTTTGTTCTATCGTTAGATA |
| *ThABF1-Rec2*F | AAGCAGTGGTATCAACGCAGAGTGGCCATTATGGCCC ATGGAGGCTTCAACAATGGGAC |
| *ThABF1-*Rec2R | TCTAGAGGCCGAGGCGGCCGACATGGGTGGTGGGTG  GTGGTGCAGCA |

Supplemental Table S3. Primer sequences used for construction of the reporter and effector vectors.

| **Primer names** | **Primers sequences (**5’-3’**)** |
| --- | --- |
| pCAM-ABREF | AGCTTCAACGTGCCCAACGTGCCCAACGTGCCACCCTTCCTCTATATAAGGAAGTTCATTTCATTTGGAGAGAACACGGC |
| pCAM-ABRER | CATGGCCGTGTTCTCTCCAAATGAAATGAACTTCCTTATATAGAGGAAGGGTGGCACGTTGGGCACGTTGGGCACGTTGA |
| pCAM-mABREF | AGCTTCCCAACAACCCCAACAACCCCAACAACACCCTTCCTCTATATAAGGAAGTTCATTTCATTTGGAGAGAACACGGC |
| pCAM-mABRER | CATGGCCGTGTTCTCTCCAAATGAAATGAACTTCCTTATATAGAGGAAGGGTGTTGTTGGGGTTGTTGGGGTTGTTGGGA |
| pCAM-ABREp+F | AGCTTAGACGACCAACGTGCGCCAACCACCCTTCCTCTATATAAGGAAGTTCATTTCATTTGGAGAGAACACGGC |
| pCAM-ABREp+R | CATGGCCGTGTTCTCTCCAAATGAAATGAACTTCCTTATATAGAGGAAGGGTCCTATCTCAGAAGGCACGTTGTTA |
| pCAM-ABREp-F | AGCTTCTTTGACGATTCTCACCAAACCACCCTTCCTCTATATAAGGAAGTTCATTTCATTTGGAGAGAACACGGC |
| pCAM-ABREp-R | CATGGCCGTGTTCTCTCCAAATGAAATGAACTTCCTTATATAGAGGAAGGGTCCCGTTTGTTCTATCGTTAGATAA |
| pROKII-ThABF1F | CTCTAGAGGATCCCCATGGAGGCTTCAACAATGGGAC |
| pROKII-ThABF1R | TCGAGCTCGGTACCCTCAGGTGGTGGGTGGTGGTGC |

Supplemental Table S4. Primer sequences used for the ChIP assay.

| **Primer names** | **Primers sequences (**5’-3’**)** |
| --- | --- |
| GFP-ThABF1F | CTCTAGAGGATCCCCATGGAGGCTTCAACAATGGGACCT |
| GFP-ThABF1R | GGTGGTGGGTGGTGGTGCAGCAG |
| GFPR | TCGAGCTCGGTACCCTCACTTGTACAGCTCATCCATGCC |
| ChIP-1F | CTCACTAAACAATTTGATGT |
| ChIP-1R | ATCATGAATTGAAATAATCC |
| ChIP-2F | CGATTAATTAGTTTAATTATC |
| ChIP-2R | CATTTTTGTATCATTTTATTAC |
| ChIP-3F | GTAATAAAATGATACAAAAATG |
| ChIP-3R | TGAAGAGATAAGGGGTATTG |
| ChIP-4F | TATTGCACGCCAGCTGTAAC |
| ChIP-4R | ACTAAAATCATTTGCTCAAT |
| ActinF | AAACAATGGCTGATGCTG |
| ActinR | ACAATACCGTGCTCAATAGG |

Supplemental Table S5: Primer sequences used in real time RT-PCR.

| **Gene** | **GenBank Accession number** | **Forward primers (5'-3')** | **Reverse primers (5'-3')** |
| --- | --- | --- | --- |
| *ThbZIP1* | Fj752700 | TGTTCGCTACGCAAACTTGGAC | TAATTCCTCTACGTCAGCATTC |
| *ThABF1* | JX169810 | CCTACCTTGGGCGAGATGACCT | GGTGCCAGTGGCAATTGATTCT |
| *Actin* | FJ618517 | AAACAATGGCTGATGCTG | ACAATACCGTGCTCAATAGG |
| *α-tubulin* | FJ618518 | CACCCACCGTTGTTCCAG | ACCGTCGTCATCTTCACC |
| *β-tubulin* | FJ618519 | GGAAGCCATAGAAAGACC | CAACAAATGTGGGATGCT |

Supplemental Table S6: Primer sequences used in real time RT-PCR for verification of microarray data.

| **Gene** | **DGE** | **Forward primers (5'-3')** | **Reverse primers (5'-3')** |
| --- | --- | --- | --- |
| AT5G48250 | 13.7663 | GGAAATCTCATTTCAGATGAAG | TGAAAGCTGCTTCATCGATGAC |
| AT2G42800 | 10.333 | AGGAATCTCGAACCTTCAGAGT | GGAACAACGCCGATCAGTAAGT |
| AT3G22830 | 8.1717 | AACAAATGATGAGCTTCCTTGC | AGCAAGTTTGTCCAACTCCGAC |
| AT1G52030 | 6.3136 | CTTATGTGAAGTTCGAATACAG | GAACATCACTAGCTTTCCCATG |
| AT4G26790 | 4.7033 | TCGTGACAGATATATACAGACT | AAACCGAATGCTTCAGGATGGT |
| AT1G10780 | 3.8936 | GCAGCAAGCAAGAGACGTGAAG | CACTAGTGATTCAAGCGTGTTC |
| AT4G00970 | 0.4887 | AGTTGCAGGAACCTACGGTTAC | ACAACAGAAGCCATTGTTGGTC |
| AT5G67030 | 0.4138 | ACTGGGTCCTTGGAGGTAACAG | CGAAACCTGAGACGAAGGGATC |
| AT4G01540 | 0.391 | GAATGACTTGAGAATCCCAATG | AGATATGGATCCAGCATCACTG |
| AT5G67340 | 0.3118 | TTCAGCTTGTCGGTGATCGAAG | ACTCCACAACTTCCACCAATAC |
| AT2G41640 | 0.2959 | ATTGGGAATCAAACCATTGTTG | ATGAGTCATTGCTGCTCCATGT |
| AT2G43000 | 0.2604 | CGATTGGATGATGCATGAATTC | CCAACTATATGTTGGTTCCAAT |
| *Actin* |  | AAACAATGGCTGATGCTG | ACAATACCGTGCTCAATAGG |
| *α-tubulin* |  | CACCCACCGTTGTTCCAG | ACCGTCGTCATCTTCACC |
| *β-tubulin* |  | GGAAGCCATAGAAAGACC | CAACAAATGTGGGATGCT |

## Suplementary Figures

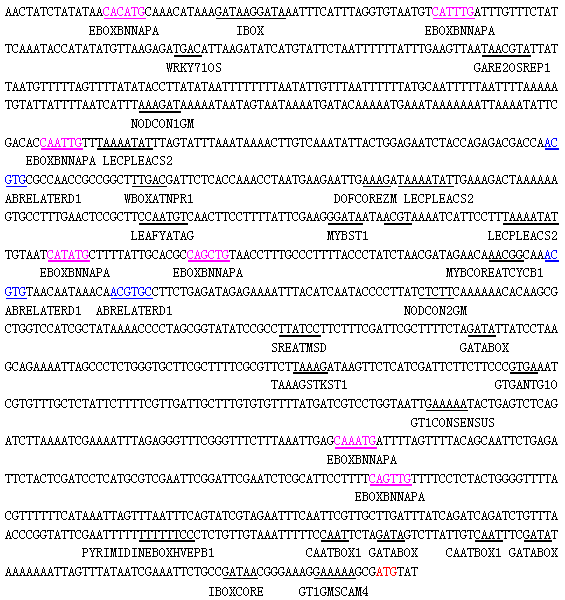

Supplementary Figure 1. Promoter activity assay of *ThbZIP1*.

How the deposited data were processed for this re-analysis (not part of the article)

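Gene expression was measured with Agilent Arabidopsis oligonucleotide arrays of 1 dye in 4 groups of 2 arrays, ThbZIP1 overexpression plants (OE) and wild type (WT) given water or 10 µM ABA for 3 h. The deposited scanner output of each array gives the intensity of every spot after the authors' image extraction, which subtracts the background and removes spatial trends within the array, and flags spots that are outliers, saturated or well above background. The deposited series table gives log2 values of the same arrays. Set against the scanner output, its columns followed the log2 processed signals with r between 0.9995 and 0.9999 across probes, their sorted values differed by at most 0.0018, and the median of each of the 8 columns was 7.585, which is what quantile normalization of all arrays to 1 distribution gives. The values are neither centred nor ratios, so no direction was open. The methods name MAS 5.0 and do not settle a scaling for these arrays, so the main values are log2 processed signals minus each array's 75th percentile.

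Probes were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), in 1 fit of 4 group means over all 8 arrays with 4 residual and 1.99 prior degrees of freedom. Of 43603 gene probes, 31264 that were well above background on both arrays of at least 1 group were tested, and 1151 of them lacked a value on at least 1 array after outlier spots were left out. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. The 5 contrasts were OE against WT under ABA, OE against WT in water, ABA against water in WT, ABA against water in OE, and the genotype by treatment interaction. Transcript accessions of 34394 probes (78.9%) matched 25427 locus tags in the RefSeq gene table of assembly TAIR10.1, which also gave the symbols. A gene with several probes was read from the probe listed in Supplementary Data S1 or, where that lists none, from the probe with the highest mean signal, and probes that disagree are mentioned for the genes named. Where a group was not well above background, the change is given as at least N-fold, computed against the higher of the probe's own signal and the lowest signal among probes well above background on each array.

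The gene lists were those of Table 1, Table S6, Table S1 and Supplementary Data S2. In addition, 12 evening genes and 13 morning genes of the circadian clock and 28 ABA-induced genes, of which 25 had a probe tested on all arrays, were written down before the array values were seen, the clock lists after the clock genes in Supplementary Data S1 had been seen. Of these genes, 10 of the evening list, 2 of the morning list and 6 of the ABA list are in the part of Supplementary Data S1 read here, which holds 1662 rows with a ratio over 2 and 336 with a ratio under 0.5, so that most of its lower genes, and any morning genes among them, were not seen. The lists were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at the estimated correlation, over the 30113 probes with a value on every array. The genes named are those of Table 1, Table S6 and these lists, and in each of the 4 contrasts between 2 groups the 5 probes that rose most and the 5 that fell most among those called, above background in both groups and separated between them; other genes are marked where they are named. Alternatives changed the normalization, the background correction, the filter on dim probes, the arrays in the fit, the replicate number or the slide as a block, the threshold and the test, and left out each array in turn. The methods' t-test is Welch's test of the microarray paragraph, and the general t-test is Student's test of the statistics paragraph.

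The fit was tested on simulated data built from these arrays. Of 200 probes given a log2 change of 3 in OE against WT under ABA, 86.0% were called and 0 in the wrong direction, with 8 unchanged probes called, and at a change of 1.5, 25.0% were called. Between ABA and water, a change of 1.5 was called for 30.0% of probes in WT and for 0 in OE, and a change of 3 for 85.0% and 86.0%. Each simulation was drawn once from the same means and spread, so the gap at 1.5 is no difference in sensitivity between WT and OE. For the interaction, 66.5% of probes with a change of 3 were called and 0 of those with a change of 1.5.

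The promoter boxes of Table 1 and the GO categories were not recomputed, since no genome sequence and no GO annotation were used here, and the salt arrays are not analysed here. No overlap test was run on Supplementary Data S1 or S2, of which only part was used.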

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

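In this part, the tests of slides, of scan day, of ABA treatment, of the time of harvest and of the other label field were chosen only after the result was seen, and cyclic loess was added after the array files were seen. The paper reports OE against WT under ABA, and the arrays of plants given water, which it lists in its methods, enter none of its counts.

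In water, 5953 of 31264 probes were called between OE and WT (limma, adjusted p under 0.05 and at least 2-fold), 2641 higher and 3312 lower in OE, against 3221 under ABA. Of the probes called under ABA, 97.1% had the same sign in water, and the log2 fold changes of the 2 contrasts, which share no array, correlated with r = 0.743 across probes. No probe was called for the genotype by treatment interaction with limma, while 2027 probes were past an unadjusted p under 0.05 and 2-fold, and 82 were called without WT in water replicate 2. Rises and falls in water were ranked only among called probes above background in both groups and separated between them. The largest rises in water were A_84_P789339 at 6.28, ADS4 at 5.29, NIMIN1 at 4.87, PRR3 at 4.77 and A_84_P852577 at 4.59. ADS4 was lost without WT in water replicate 1 and under normexp, and NIMIN1 under normexp. The largest falls were PDF1.2c at -10.23, PDF1.3 at -10.13, AACT1 at -9.10, DIN11 at -8.21 and AT4G16260 at -6.69. The count of 5953 fell to 2844 without OE in water replicate 2. A trend between slides that depends on the signal is argued against as the whole cause, because cyclic loess, which removes it, called 3216 probes under ABA and 5991 in water. The outlier spots of WT in water replicate 1 do not account for the higher count in water, since without that array 4999 probes were called in water and 3207 under ABA. A difference between slides of 1 scan day is argued against as the whole cause, because ABA against water in WT, which lies across 3 such slides, called 251 probes, and the 2 arrays of WT under ABA, on separate slides, had the highest correlation of the 4 groups (r = 0.9844). The scan day, and with it the slide of the OE arrays, stays open and cannot be told apart from genotype, because no day or slide holds both. The 5 brighter of the 10 spike-in RNAs, which carry no plant signal, lay 0.58 higher on the log2 scale on the WT arrays than on the OE arrays, relative to the 75th percentile, and all 10 lay 0.61 higher. A lasting effect of the overexpression in both treatments is the biological explanation that the design names, and it stays untested for the same reason.

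The response to ABA was called for 251 probes in WT (172 higher, 79 lower) and for 639 in OE (530 higher, 109 lower). Both genotypes shared 131 of them. The WT arrays in water shared a slide and the WT arrays under ABA lay on other slides, so that ABA in WT cannot be told apart from slide. In OE the comparison lies within 1 slide. With the slide as a random block the counts were 527 in WT and 605 in OE. The estimated correlation of arrays on 1 slide was negative (-0.163) and no WT slide held both treatments, so the 527 does not correct for the slide. In both genotypes, rises and falls were ranked only among called probes above background in both groups and separated between them. In WT the largest rises were HAI1 at 6.13, TSPO at 5.70 for one probe and 5.42 for another, AT2G47780 at 5.03 and AT1G60590 at 4.16. BT2 at -3.83, HB4 at -3.75 and AT5G62360 at -3.52 fell most. In OE, AT3G03341 rose by 7.80, AFP1 by 6.06, HAI1 by 6.00, AT4G33070 by 5.64 and DIP2 by 5.61, while PYL4 at -4.31, AT2G15020 at -3.29, AT1G76240 at -2.76, AT1G06830 at -2.66 and COL2 at -2.64 fell most. AT1G60590 was called in 6 of its 18 alternatives, AT2G47780 and COL2 in 7 and HB4 in 8, and the others in 10 or more. Both counts rest on single arrays. In WT, from 8 (without WT under ABA replicate 2) to 133 probes were left without any array but WT in water replicate 2, and in OE from 19 (without OE in water replicate 2) to 310 without any OE array or WT under ABA array. The listed ABA-induced genes rose by a mean log2 fold change of 2.25 in WT (23 of 25 higher, 11 called and 17 adjusted over the list alone) and of 3.41 in OE (25 of 25 higher, 19 called and 25 adjusted over the list alone). The value in OE goes against the other label field, which gives the OE arrays of both treatments as water and so leaves no treatment to raise these genes between them. Whether the lines differ as that field has it, and whether WT was given salt in place of ABA, which the rise in WT does not settle, was not tested. A mislabelled genotype was not tested, since the level of the transgene was not measured here. No biological explanation was tested for the larger count in OE, and the difference between the counts was not tested.

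The clock genes moved in opposite directions. Under ABA the 12 evening genes were higher in OE by a mean log2 fold change of 3.93 (12 of 12 higher, camera adjusted p = 5.95e-16), and the 13 morning genes lower, at -2.14 (10 of 13 lower, camera adjusted p = 2.6e-07). In water the evening genes were at 2.47 (12 of 12 higher, camera adjusted p = 1.04e-10) and the morning genes at -1.09 (10 of 13 lower, camera adjusted p = 0.00315). These 4 results hold under fry and none holds under camera with the estimated correlation (adjusted p from 0.0671 to 0.339). Of the evening genes 11 were called higher in each treatment, and 11 adjusted over the list alone, while of the morning genes 10 were called lower under ABA, 10 adjusted over the list alone, and in water 6 were called lower and 1 higher, 7 adjusted over the list alone. This is not independent evidence, since the study had listed 10 of the evening genes from these arrays, and how many of the morning genes it had listed as lower is not known, because most lower rows of Supplementary Data S1 are missing from the copy read here. Over all alternatives the evening mean ran from 3.21 to 4.05 under ABA and from 1.82 to 2.53 in water, and the morning mean from -2.34 to -1.34 and from -1.31 to -0.87. COR27 was at least 158-fold higher under ABA, since WT was not well above background there. TOC1 was 2.78 higher, CCA1 was at -3.95 and LHY at -6.23. ABA as the whole cause is argued against by the mean of 2.47 in water. Between ABA and water within OE, on 1 slide, the evening genes rose by a mean of 1.32 (11 of 12 higher, 8 called). In WT they were at -0.14 (3 of 12 higher, 0 called), so a part played by ABA in OE is not excluded. A trend between slides that depends on the signal is argued against by cyclic loess, under which the evening mean was 3.91 under ABA. A harvest at another time of day could move both lists this way, and the morning mean of -1.09 in water is consistent with it, but each genotype has its own samples and scan day, so that it cannot be told apart from an effect of the overexpression on the clock. The paper's text gives the light period of the growth chamber and no time of day for the harvest.

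The effect of genotype differed between the treatments for 3 lists. The interaction, OE against WT under ABA minus that in water, had a mean of 1.46 for the evening genes (11 of 12 positive, camera adjusted p = 2.35e-11, fry adjusted p = 0.00114), of -1.05 for the morning genes (12 of 13 negative, camera adjusted p = 1.08e-07, fry adjusted p = 0.0258) and of 1.16 for the ABA-induced genes (20 of 25 positive, camera adjusted p = 9.53e-07, fry adjusted p = 0.0250). With the estimated correlation the 3 adjusted p-values were 0.0671, 0.174 and 0.174. The ABA-induced genes were lower in OE in water, with a mean of -1.09 (24 of 25 lower). That mean was -0.72 without WT in water replicate 1 and -1.42 without WT in water replicate 2. Under ABA these genes went both ways, 11 higher and 14 lower in OE, with a mean of 0.07 and a median of -0.07. As a set they were not distinguishable between the genotypes there (direction downward, camera adjusted p = 0.840), though the set passed the threshold under normexp, at 0.02. Of the single genes, 2 were called higher and 0 lower under ABA, and 3 were called when adjusted over the list alone. No gene of the 3 lists was called for the interaction with limma, and adjusted over the list alone 7 evening, 6 morning and 9 ABA-induced genes were. Slide and scan day shift both treatments of a genotype alike on the OE side, where all 4 arrays share 1 slide, and scan day does so on the WT side too, so they enter the interaction only through the WT slides. Over all alternatives, arrays left out included, the interaction mean ran from 1.27 to 1.58 for the evening genes, from -1.27 to -0.44 for the morning genes, the latter under normexp, and from 0.81 to 1.48 for the ABA-induced genes. A hypothesis is that the overexpression may lower the unstressed level of ABA-induced genes, but a difference in harvest time, for which the morning mean of -1.09 in water is the value at hand, stays open. Scan day and the slide of the OE arrays stay open for that level too, since it rests on OE against WT in water.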

How the results depend on the processing

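Alternatives were set before the data were examined, except normexp on the median signals, which stands in for the planned correction on mean signals, cyclic loess and the general t-test on linear values of the series table, which were chosen after seeing the files. Counts are of probes called in OE against WT under ABA (3221), OE against WT in water (5953), ABA against water in WT (251) and in OE (639) and the interaction (0), and of genes of Table 1 (22 of 33), Table S6 (7 of 12), Table S1 (77 of 226) and Supplementary Data S2 (24 of 71). Of the other counts, 136 lay within 1.5 times the main one. Where only the setting is given below, the cause was not tested.

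Normexp with an offset of 50 lowered the counts to 367, 1596, 28 and 114 probes, Table S6 to 2, Table S1 to 20 and Data S2 to 3 genes, kept 10.9% of the probes called under ABA, and shifted the median log2 fold change of all probes by 0.33 in OE against WT under ABA, 0.27 in ABA against water in OE and 0.30 in the interaction. The share of higher calls went from 36.7% to 54.2% in OE against WT under ABA, from 68.5% to 78.6% for ABA in WT and from 82.9% to 97.4% in OE. Under quantile normalization 6 probes, with the series table 9 probes and under cyclic loess 6 probes were called for the interaction. Without a filter on dim probes, which tests more probes, ABA called 88 probes in WT and 281 in OE, and Data S2 fell to 11. With only the 4 arrays compared, which leaves fewer degrees of freedom, ABA called 0 probes in WT (limma, 1813 at an unadjusted p in the fit of all arrays) and 250 in OE, and Table S6 fell to 3, Table S1 to 50 and Data S2 to 13. The slide as a random block (consensus correlation -0.163) called 527 probes for ABA in WT. A fixed slide or scan block leaves OE against WT without an estimate.

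The replicate block gave 2736 probes under ABA, 5758 in water, 83 for ABA in WT and 335 in OE. The replicate numbers do not pair the arrays, since the deviations of same-numbered arrays correlated between -0.179 and 0.113, so these values carry no pairing. At an unadjusted p under 0.05 and 2-fold, limma called 1813 and 2032 probes for ABA in WT and OE, 2027 for the interaction, 160 genes of Table S1 and 48 of Data S2. An adjusted p alone called 4960 and 9726 probes between OE and WT under ABA and in water. The methods' t-test on log2 values called 1569, 2291 and 420 probes in the first 3 contrasts, 2 genes of Table S6, 37 of Table S1 and 7 of Data S2. After Benjamini-Hochberg adjustment the methods' t-test on log2 values called 0 probes in each of the 4 contrasts and 0 genes of each list, and its few degrees of freedom let very few pass. On linear values, without adjustment, the methods' t-test called 1325, 1911 and 400 probes, 9 genes of Table 1, 1 of Table S6, 26 of Table S1 and 7 of Data S2. The general t-test on log2 values called 818 and 1198 probes for ABA in WT and OE and 15 genes of Data S2, and on linear values of the series table it called 3669 probes in water, 783 and 1034 for ABA, and 4 genes of Table S6. With 1 probe per locus tag, which tests fewer probes, 1916, 3748 and 416 probes were called under ABA, in water and for ABA in OE.

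With each array left out in turn, and the lone array left in a group assumed to vary like the others, the counts ran from 926 to 3207 and from 2844 to 5958 between OE and WT under ABA and in water, from 8 to 200 and from 19 to 618 for ABA in WT and OE, and from 0 to 82 for the interaction (82 without WT in water replicate 2). The lists ran from 15 to 24 (Table 1), 2 to 7 (Table S6), 24 to 81 (Table S1) and 5 to 25 (Data S2).

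Set tests kept their direction throughout, and 265 of their values under an alternative stayed on the same side of the threshold. Under normexp the ABA-induced genes between OE and WT under ABA, at 0.02, and the evening genes for ABA in WT, at -0.28, passed the threshold. The morning genes lost it under fry for ABA in WT (mean 0.52) and in OE (-0.53). With the estimated correlation no set passed, which takes in the evening genes at 3.93, 2.47, 1.32 (ABA in OE) and 1.46 (interaction), the morning genes at -2.14, -1.09, 0.52, -0.53 and -1.05, and the ABA-induced genes at -1.09, 2.25, 3.41 and 1.16. No set test was run with the random block, which camera does not take. Of the named genes' values under an alternative, 1602 stayed on their side of the threshold, 202 lost it and 16 gained it. AT3G17520 between OE and WT under ABA reversed to -0.41 without OE under ABA replicate 1 and to -0.09 without WT under ABA replicate 1, and ran from -0.41 to 0.98 with each array left out. Between 68.0% and 72.1% of probes lay well above background on an array, which limits the results to them. The planned promoter alternatives were not run.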

Differences from the paper's values

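The comparison of the 2 probes of AT2G41640 below was chosen after the result was seen, as was cyclic loess. The paper reports 1662 genes higher in OE than in WT under ABA, against 889 locus tags here. Of the 23 alternatives set before the data were examined, an adjusted p alone, with 1630, and an unadjusted p under 0.05 and 2-fold with limma, with 1507, lie within 1.5 times the paper's count, and the other 21 do not, from 0 after Benjamini-Hochberg adjustment of the methods' t-test to 1106 with the slide as a random block. The paper's 1609 lower genes and the 1280 locus tags here lie within 1.5 times of each other, as do 13 of the 23 alternatives, which range from 0 to 1846. The other 10 do not, namely no filter on dim probes, probes above background on all 8 arrays, only the 4 arrays compared, the replicate block, the methods' t-test on log2 values with and without Benjamini-Hochberg adjustment and on linear values, and the fits without OE under ABA replicate 1 and without either WT array under ABA.

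For AT3G17520 in Table 1 the paper's ratio of OE to WT under ABA is 81.7964, and the ratio here is 1.22. None of the 15 alternatives comes near, with ratios from 0.754 to 1.98. The other 32 ratios of Table 1 lie within 1.5 times of those here or within the spread between arrays.

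For AT2G41640 in Table S6 the paper's ratio is 0.2959, and the probe with the highest mean gives 2.02, with 1.84 to 2.22 under the 16 alternatives, none of which reverses it. Another probe of the gene, A_84_P158475, gives 0.333 in the fit and 0.2959 as a ratio of linear means in the authors' normalized table, a probe looked at after the values were seen.

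Genes that the paper lists and that were not called here were called under some settings. Under limma at an unadjusted p, AT5G19340, AT2G43550, AT1G15830, XTH9 and COR15A of Table 1 and NAC042 of Table S6 pass. CRK41 is called under quantile normalization, with the series table and under cyclic loess, which was chosen after seeing the values and leaves 8 of the 12 genes of Table S6 called. AT2G43550 is called with only the 4 arrays compared, with the replicate block, with the random slide block and without either WT array in water, COR15A with only the 4 arrays compared and without either WT array in water, GolS3 without either WT array in water, NAC042 with the random slide block, and AT5G19340 and AT1G15830 without OE under ABA replicate 2.

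The paper states that most genes of Table 1 have several boxes. As printed, the table gives 47 boxes for 33 genes, of which 23 have 1 box and 10 (30.3%) have more. The paper calls the genes of Supplementary Data S2 upregulated by ABA treatment, and between ABA and water 1 of the 71 genes was called higher in WT and 3 in OE, with median log2 fold changes of 0.17 and 0.15. These calls can miss smaller changes, since of 200 simulated probes with a log2 change of 1.5, 60 were called in WT and 0 in OE. Both simulations drew on the same means and spread, so that gap is no difference in sensitivity between the genotypes. On the arrays themselves HSP70 was called in OE at 1.47, so a change of this size was not always missed. The paper labels the axes of Figure 5 as log2 ratios, whereas read by eye the array values plotted there are the linear ratios of Table S6; on the log2 scale BBX8, the highest, is 3.76 here.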

Other observations

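The tests in this part were all chosen after the result was seen, apart from the alternatives set before the data were examined.

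The p-values listed in Supplementary Data S1 are all under 0.05, from 2.56e-05 to 0.0499. Recomputed for the first 1999 of the 3271 rows on the authors' normalized log2 values, the general t-test gives 1162 rows (58.1%) at 0.05 or above, up to 0.945, and the methods' t-test gives 1535 rows (76.8%). On linear values the counts are 1229 and 1571. The recomputed p-values rank the rows unlike the listed ones, with a highest rank correlation of 0.033 over the 4 tests, so neither test on the deposited values gave the list. What did was not found. The ratios of the same rows are those of the deposited values, within 0.00016 on the log2 scale.

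AT3G17520 has ratios in the authors' normalized table of 1.286 for OE over WT under ABA, 80.84 for ABA over water in WT and 103.7 for ABA over water in OE, and it is not among the rows of Supplementary Data S1 read here. The hypothesis that Table 1 prints its ratio of ABA to water in WT was tested against the other genes of the table, of which 32 match within 0.001 on the log2 scale. The gap to the paper's 81.7964 is 0.017 on that scale, beyond that tolerance, so an exact match is excluded and a ratio computed in some other way stays open. The water arrays were not well above background for this gene, and in the fit it was at least 45.0-fold higher under ABA in WT.

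PDF1.2, PDF1.2b, PDF1.2c and PDF1.3 fell together in OE, and whether their probes tell these related genes apart was not tested. No biological explanation was tested for this fall or for the lower AACT1 and DIN11 in water.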
